# Single-cell sequencing of tumor-associated macrophages in a *Drosophila* model

**DOI:** 10.3389/fimmu.2023.1243797

**Published:** 2023-09-19

**Authors:** Dilan Khalili, Mubasher Mohammed, Martin Kunc, Martina Sindlerova, Johan Ankarklev, Ulrich Theopold

**Keywords:** *Drosophila melanogaster*, macrophages, tumor model, hemocyte, single-cell transcriptomics, ScRNA-seq

## Abstract

**Introduction:**

Tumor-associated macrophages may act to either limit or promote tumor growth, yet the molecular basis for either path is poorly characterized.

**Methods:**

We use a larval *Drosophila* model that expresses a dominant-active version of the Ras-oncogene (Ras^V12^) to study dysplastic growth during early tumor progression. We performed single-cell RNA-sequencing of macrophage-like hemocytes to characterize these cells in tumor- compared to wild-type larvae. Hemocytes included manually extracted tumor-associated- and circulating cells.

**Results and discussion:**

We identified five distinct hemocyte clusters. In addition to Ras^V12^ larvae, we included a tumor model where the activation of effector caspases was inhibited, mimicking an apoptosis-resistant setting. Circulating hemocytes from both tumor models differ qualitatively from control wild-type cells—they display an enrichment for genes involved in cell division, which was confirmed using proliferation assays. Split analysis of the tumor models further reveals that proliferation is strongest in the caspase-deficient setting. Similarly, depending on the tumor model, hemocytes that attach to tumors activate different sets of immune effectors—antimicrobial peptides dominate the response against the tumor alone, while caspase inhibition induces a shift toward members of proteolytic cascades. Finally, we provide evidence for transcript transfer between hemocytes and possibly other tissues. Taken together, our data support the usefulness of *Drosophila* to study the response against tumors at the organismic level.

## 1 Introduction

When cellular homeostasis is impaired, affected cells may limit the damage by inducing either cellular arrest or cell death. Best characterized in this context is the tumor suppressor p53, which—depending on the amount of DNA damage or other forms of cellular stress—induces cellular senescence, apoptosis, or alternative forms of cell death (1–3). Collectively or individually, these responses will prevent malfunction at the tissue/organ and organismic levels. Notably, this may also prevent the transition from benign to more aggressive forms of tumor growth by eliminating or silencing damaged cells locally in the tumor microenvironment (TME) and at an early stage of tumorigenesis (1). Cell cycle arrest is usually expected to prevent this transition on its own, while apoptosis involves the clearance of apoptotic bodies by phagocytic neighboring cells or professional phagocytes such as macrophages, which migrate into the TME (2, 3).

While apoptosis thus acts as a tumor suppressor mechanism, tumor cells have been found to evade cell death, and in several tumors with poor prognosis, high levels of apoptosis are detected (4). This raises the question of whether apoptosis, both when occurring naturally or as part of anti-cancer treatments, is fully beneficial (4).

Tumor progression depends on factors that act both locally in the tumor microenvironment and on the communication with tissues in trans, which modulate physiological and immune responses towards tumors. Key actors in the TME are tumor-associated macrophages (TAMs), which may affect tumor progression both positively or negatively. *In vitro* activated macrophages have been roughly classified as either classically activated (M1-type macrophages) or alternative (M2 macrophages (5)). M1 macrophages are pro-inflammatory and are involved in anti-viral, anti-bacterial, and anti-tumor responses, whereas M2 macrophages are anti-inflammatory, contribute to anti-helminth and tissue repair responses, and are considered pro-tumoral (6, 7). Additional *in vitro* and *in vivo* data led to further subdivision, in particular of M2 macrophages, and show that their activation state is only partially reflected by the M1/M2 classification (6, 8).

Facilitating the communication within the tumor microenvironment, which includes tumor cells, non-tumor stroma, and TAMs, extracellular vesicles (EVs) have gained increasing attention in recent years (4). EVs include (a) tumor-derived apoptotic fragments, (b) microparticles, which are shed from the cell surface, and (c) exosomes, which are released through the fusion of multivesicular bodies with the cell surface (9). EVs may have tumor and metastasis-promoting capacity both within the TME (4) and systemically. Apoptotic bodies contain nuclear fragments (including DNA and primary transcripts), while the content of microparticles and exosomes is derived from the cytosol and therefore contains mature RNAs. Potential intermediaries of EV-mediated communication include proteins, lipids, and different types of RNA, including long non-coding RNAs (lncRNAs) (9, 10).

Despite lacking adaptive immunity in a mammalian sense, insects possess a highly effective innate immune system. This comprises both humoral and cellular elements. Humoral components are secreted into the hemolymph—the insect equivalent of blood—primarily from the fat body, which fulfills functions of both the mammalian fat body and liver. In *Drosophila melanogaster*, one of the major models for insect immunity, the cellular branch comprises three classes of cells collectively called hemocytes (11) (1): plasmatocytes, which are functionally equivalent to both mammalian macrophages and white blood cells; (2) crystal cells, which contain prophenoloxidases, the precursors for key enzymes involved in antimicrobial and wound responses; and (3) lamellocytes, which are absent in naive animals but produced in response to wounding and invasion by large intruders such as parasitoid eggs. Recent hemocyte transcriptome profiling at the single-cell level revealed a much higher diversity, in particular among plasmatocytes (11–14).

The interplay between fly tumors and hemocytes was first studied in a pioneering work by Pastor Pareja et al. (15), where it was shown that upon recognition of damage to the basement membrane, hemocytes are recruited to tumor tissue with tumor-limiting effects. Conversely, when in subsequent work tumors were induced in a background expressing a dominant-active version of the Ras oncogene (Ras^V12^), tumor-associated hemocytes (TAHs) were instead involved in a positive feedback loop that involved JNK signaling and promoted tumor growth (16, 17). Thus, similar to what is found in mammals, the effects of TAHs appear to be in many cases tissue- and tumor stage dependent. In a previous work, we found that expression of dominant active Ras^V12^ in larval *Drosophila* salivary glands (SGs) induced ductal hypertrophy (18) similar to what is observed in ductal tumors in humans. In SGs, this led to (1) the loss of cellular integrity, (2) nuclear disintegration and caspase activation, (3) loss of the SG lumen and of secretory activity, (4) damage to the basement membrane, (5) induction of fibrotic lesions including activation of the flies’ coagulation system, and (6) recruitment of TAHs (18–20). Despite the presence of hallmarks of apoptosis and activation of JNK signaling, SG cells were not eliminated (18, 20), although SG cell fragments were released into the hemolymph (18). Surprisingly, forced expression of the antimicrobial peptide Drosomycin (Drs) across whole SGs reverted the majority of tumor-associated phenotypes through negative regulation of JNK signaling (19, 20).

Here, to identify genes that are differentially expressed in hemocytes from tumor larvae, we profiled the transcriptome of circulating single-cell hemocytes from wild-type and tumor larvae and from TAHs, which were extracted manually from tumorous salivary glands (**Figure 1A**). In contrast, there are too few hemocytes to allow profiling of TAHs attached to wild-type SGs. Since we had previously observed strong activation of caspases in Ras^V12^-expressing SGs (20), and in light of the bi-edged nature of caspase activation and apoptosis in cancer (see above), we included larvae where effector caspases were inhibited by the expression of the specific inhibitor p35.

**Figure 1:**
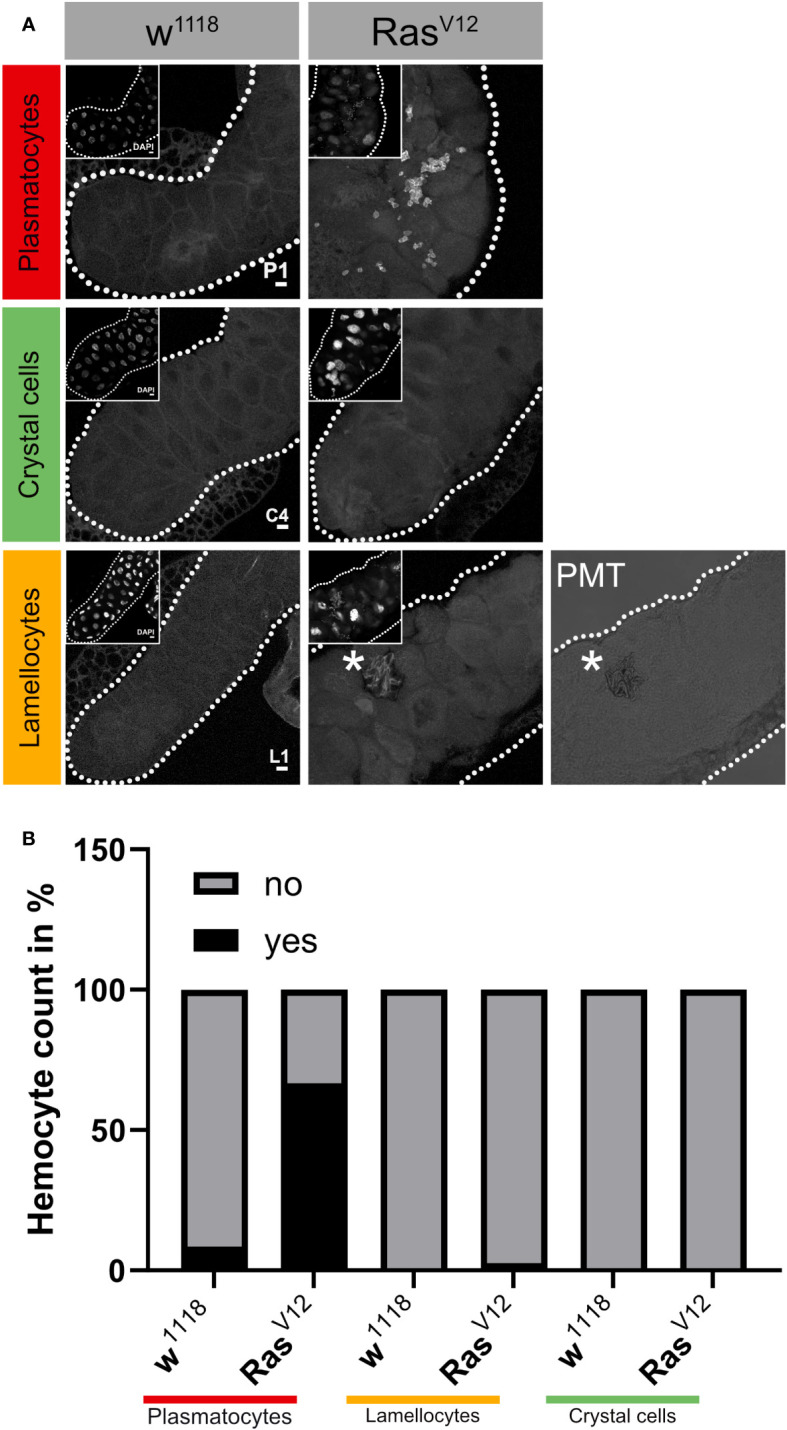
Classification of tumor-associated hemocytes. **(A)** Tumor-associated hemocytes were labeled using plasmatocyte (P1), crystal cell (C4), and lamellocytes (L1)-specific antibodies. **(B)** The frequency of the three hemocyte classes is shown in the lower part for wild type and Ras^V12^-SGs. *, marks the cropped area of the figure.

## 2 Materials and methods

### 2.1 Fly strains and sample preparation

*w^1118^*, *Beadex^MS1096^-Gal4* (referred here as *Bx*: 8860/Bl), *Beadex^MS1096^-Gal4; EaterDsRed, w^1118^*, *w^1118^;p35* (5072/Bl), *w^1118^;UAS-Ras^V12^* (4847/Bl), *w^1118^;p35;UAS-Ras^V12^,;Arc1^esm18^;* (37530/Bl), and B*x;Arc1^esm18^;,;Arc1^esm18^;Ras^V12^* flies were used in the experiments. Flies were cultured in a 25°C, 12-h dark/light cycle room. Female virgins were collected for 5 days and crossed with respective males on day 7. Progeny larvae were kept as described in (20). Approximately 20–30 salivary gland pairs were fixed in 4% paraformaldehyde (PFA) for 20 min. Samples for extracellular staining were washed 3 × 10 min with 1× phosphate-buffered saline (PBS).

### 2.2 Immunohistochemistry

Antibodies against P1 (Plasmatocytes, 1:50), L1 (Lamellocytes, 1:50), and C4 (Crystal cells, 1:50) were incubated for 1 h at room temperature in PBS and subsequently washed 3 × 10 min in PBS. For intracellular proteins, the samples were incubated overnight at 4°C in anti-pJNK (1:250), anti-Idgf3 (1:50), or anti-CC3 (1:400) diluted in PBST (1% TritonX-100) and subsequently washed 3 × 10 min in PBS. The samples were incubated with secondary antibody anti-mouse-546 (1:500, Thermo Fisher #A11030), anti-mouse-488 (1:250, Thermo Fisher #A11001), anti-rabbit-568 (1:500, Thermo Fisher #A21063), and anti-rabbit-488 (1:500, Thermo Fisher #A11008), or 4’,6-Diamidino-2-phenylindole dihydrochloride (DAPI) (1:500, Sigma-Aldrich D9542) for 1 h at room temperature and washed 3 × 10 min with PBS before mounting in Fluoromount-G (Thermo Fisher, 00-4958-02).

### 2.3 Proliferation assay

*Drosophila* larvae at 120 h after egg deposition (AED) were bled into 10 µL of PBS, and the sample was incubated for 5 min at room temperature. The sample was fixed in 4% PFA for 20 min and washed 3 × 5 min with PBS. The sample was stained with antibody against pH3 (phosphorylated histone 3, 1:800, Sigma-Aldrich 06-570) and H2 (Hemese, 1:5 kindly provided by Istvan Ando, Szeged) overnight in 4°C. After incubation, the sample was washed 3 × 5 min with PBS and stained with secondary antibodies anti-rabbit-568 (1:500, Thermo Fisher A-21069), anti-mouse-488 (1:250, Thermo Fisher A-11001), and DAPI (1:500, Sigma-Aldrich D9542) for 2 h in room temperature. Subsequently, the sample was washed 3 × 5 min with PBS and mounted in Fluoromount-G (Thermo Fisher, 00-4958-02). A total of 15 samples per genotype were prepared and photographed using a tile scan at a confocal microscope Zeiss LSM780 (Zeiss, Germany), and the count of cells was evaluated in ImageJ (version 1.53t). Statistics and graph plotting were performed in Prism software (GraphPad Software, 9.3.0, USA).

### 2.4 Image acquisition and analysis

Whole salivary glands were photographed using a Zeiss Axioscope II (Zeiss, Germany) microscope, and images were exported as.tiff files. The intensity was measured using ImageJ (version 1.53t), and representative pictures were obtained from a confocal Zeiss LSM780 (Zeiss, Germany) microscope. Statistics was performed in Prism software (GraphPad Software, 9.3.0, USA).

### 2.5 Micro-manipulation of attached hemocytes

A total of 10 pairs of salivary glands per genotype were dissected into individual droplets of 200 µL PBS. A fluorescent microscope Leica DMi8 (Leica, Germany) was used to locate the attached hemocytes at the surface of the salivary gland. The hemocytes were collected using a micromanipulator TransferMan NK2 (Eppendorf, Germany) with ø 7 µm collection capillary and separated by a piezo-vibrator PiezoXpert (Eppendorf, Germany). Single-cell state hemocytes were individually transferred to 2.3 µL of lysis buffer (21), and each sample library was prepared as described below.

### 2.6 cDNA synthesis and library preparation for attached hemocytes

cDNA libraries of single attached hemocytes were generated using a modified version of the Smart-seq2 protocol (21). In short, cDNA synthesis was performed using universal primers, and PCR amplification was carried out over 24 cycles. cDNA products were subsequently purified using CA beads (Sigma; catalog no. 81260) for size selection using 8.8% polyethylene glycol 6000 (PEG 6000) to exclude primer dimers and nonspecific amplicons with sizes <150 bp. Combinatorial indexing via tagmentation was carried out in 96-well plates using 200 pg (measured in a Qubit fluorometer) of amplified cDNA, for a final volume of 10 mL/well. cDNA fragmentation using Tn5 transposase was carried out for 20 min on ice using the Illumina Nextra XT DNA sample preparation kit. Ligation and amplification of adaptors were carried out over 15 cycles in a final volume of 25 mL/well. Primer indices were used in the reaction from Illumina (Nextera index primers i7 and i5, catalog no. FC-131-1001). Tagmented and barcoded amplicons were then purified using CA beads for size selection. Quality control and fragment size distribution of the cDNA libraries were performed on a Bioanalyzer with the Agilent high-sensitivity DNA chip (catalog no. 5067-4626). Concentrations of each sample of cDNA libraries were measured on a PicoGreen 96-well plate NucleoScan fluorometer using a high-sensitivity double-stranded DNA (dsDNA) (HS assay kit; catalog no. Q32851). To perform library dilutions, the average fragment sizes of all cDNA libraries were measured for a final concentration of 2 nM in each sample. Finally, cDNA libraries were pooled and sequenced using Illumina NextSeq with 75-bp paired-end reads.

### 2.7 Cell sorting and cDNA library preparation for circulating hemocytes

A total of 10 larvae per genotype were bled into 500 µL of PBS, and the cells were sorted. The sorting was performed with a MoFlo Astrios EQ (Beckman Coulter, USA) cell sorter using a 488- and 532-nm laser for excitation, 100 µm nozzle, sheath pressure of 25 psi, and 0.1 µm sterile-filtered 1× PBS as sheath fluid. Flow sorting data was interpreted and displayed using the associated software, Summit v 6.3.1.

To test the precision of the adjustments made to center the drop in each well, a colorimetric test mimicking the sort was done based on (22). A 1.5 mg/µL solution of horseradish peroxidase (HRP) (catalog no. 31490, Thermo Fisher Scientific) with one drop of flow check beads (Beckman Coulter, USA) was sorted into each well of an Eppendorf 384-well plate (Cat no 34028, Thermo Fisher Scientific). A color change after sorting indicated that the drop hit the sort buffer and that the precision was adequate.

Single hemocytes were sorted directly into a 384-well plate containing 2.3 µL of lysis buffer (Eppendorf twin.tecTM PCR plates) using a CyClone™ robotic arm and at highly stringent single-cell sort settings (single mode, 0.5 drop envelope), and cDNA libraries were generated by the Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm using a slightly modified version of Smart-seq2 as previously described (21), but where we used 20 cycles for cDNA amplification. The plate and sample holder were always kept at 4°C during the sort. After the sort, the plates were immediately spun down and put on dry ice.

### 2.8 Single-cell RNA sequencing

Single-cell libraries were sequenced at the National Genomics Infrastructure, SciLifeLab Stockholm, using the HiSeq2500 platform (Illumina) for 56 bp single-end sequencing. We sequenced a total of 384 single cells from the circulating hemocytes (negative controls, n=2, per plate) and 79 from attached hemocytes.

### 2.9 Mapping, annotation, and filtering of low-quality cells

A reference genome *D. melanogaster* (Dm6 v r6.37) was indexed, raw fastq files were used in mapping to the genome using STAR v 2.7.2 (23), and gene expression was measured using featureCounts v 2.0.0 (24), using default settings. The expression matrix was filtered to obtain high-quality cells using the following criteria: cells with >5% mitochondrial transcripts (stressed/dead/dying cells), <200 genes (low-quality cells), and those expressing more than 4,000 features (genes) (potential doublets or triplets) were removed in each replicate, and the remaining cells were subjected to subsequent computational analysis. A total of 380 and 61 single cells have passed the computational filtering from the circulating and the attached hemocyte, respectively, and are used for the data integration.

### 2.10 Normalization, dimensionality reduction, and clustering

The main computational analysis of read-count matrices was performed using the Seurat package (v 4.0.3) (25) in R (v 4.1.0). The complete R workflow can be assessed and reproduced in the R markdown (see code availability section). We used the default processing pipeline, https://satijalab.org/seurat/v3.2/pbmc3k_tutorial.html. First, count matrices and metadata were loaded. A mitochondrial gene count above 10% was filtered. Quality filtering was performed, and cells with a minimum of 200 genes expressed were kept for further processing. Subsequently, reads were normalized for sequencing depth using the “NormalizeData” function in the Seurat toolkit, selecting the top 2,000 variable genes. Thereafter, dimensionality reduction was performed using Principal component analysis (PCA) computing the first 50 Principal components (PCs). The first 10 PCs from the analysis were then subjected to shared-nearest-neighbor (SNN) inspired graph-based clustering via the “FindNeighbors” and “FindClusters” functions. For modularity optimization, the Louvain algorithm was used, and clustering was performed at a resolution of 0.4 for clustering granularity, resulting in five clusters. After clustering, a UMAP dimensionality reduction was performed using the first 10 dimensions of the PCA.

### 2.11 Differential gene expression analysis

Differential gene expression analysis (DGEA) of genes in identified clusters was performed using the function “FindAllMarkers” from the Seurat package (v. 4.0.3). Following the default option of the method, differentially expressed genes for each cluster were identified using a non-parametric Wilcoxon rank sum test. Differentially expressed genes in a cluster were defined by setting initial thresholds above a logarithmic fold-change of 0.5 and being present in at least 25% of the cells belonging to the same cluster. Representative marker genes with an adjusted *p*-value below 0.05 for each cluster were further selected. *p*-Values were adjusted using a Bonferroni correction including all genes in the dataset. To find representative marker genes with elevated expression in comparison to the remaining clusters, only positive log fold-changes were considered. For individual analyses such as gene enrichment analysis (see “Gene set enrichment analysis (gsea)”), threshold values for differential gene expressions were modified and will be described in detail in the respective sections of the *Material and methods* and *Results*. To identify DEGs between specific clusters of interest, the “FindMarkers” function in Seurat was used, and the identities were set to the respective clusters of interest. The same thresholds as stated above were used to define DEGs.

### 2.12 Biological pathways and GSEA

To track tests for top functional class enrichment among the global clusters, we used “ClusterProfiler” package v 3.16 (26) tool to conclude the enriched ontology terms as previously mentioned specifying the database “Org.Dm.db” to calculate the top 5 biological pathway enrichment. The gene set enrichment analysis (GSEA) was performed on top differentially expressed genes over the identified clusters in regard to gene expression profiles “Log2FC” as input in cluster profiler v 3.18.1 and ggupset package v 0.3.1 with a p-value cutoff of 0.05, minGSSsize of 3, maxGSSize of 800, and scoreType of “pos” to estimate for biological process ontology across clusters.

### 2.13 Computational summary

The read alignment and gene count matrix generation were performed as previously described in *Material and methods* (Section 2.9) (27). The single-cell gene count matrix cells with fewer than 250 UMIs, more than 10,000 UMIs, reads mapping to more than 7,000 genes, or more than 10% of read counts mapping to ribosomal genes were excluded. Each single-cell transcriptome was mapped to its original time window from which it was extracted by using the RT barcode. We performed standard processing of the data split by experiments as recommended by Seurat v4 documentation including NormalizeData, FindVariableFeatures (with the method set to “vst”), ScaleData, RunPCA, RunUMAP (with dims set to 1:50 and n.components to 2), FindNeighbors (with reduction set to UMAP and dims set to 1:2), and FindClusters. This version uses the first 10 principal components, along with pN of 0.2 and pK of 0.005. This version uses the first 10 principal components, along with pN of 0.2and pK of 0.005 for dimensionality reduction, clustering, and identification of cluster-specific marker genes. The standard Seurat processing pipeline, as described in the previous section, was performed on each non-overlapping inferred age window separately. We found that the default Seurat clustering resolution parameter did not capture the dynamics of the presence of different cell types. For each batch, we clustered the data with a variety of resolutions (from 0.1 to 1.5 in increments of 0.3) and then computed the Silhouette score for finding the best resolution for clustering, we found that 0.4 resolution provides the best Silhouette score for each single-cell fitting in cluster community, as increasing the resolution resulted in lower number of cells per clusters and insignificant results when performing differentially expressed genes text. Finally, we integrated and clustered the data, and from these clusters, we used Seurat’s FindMarkers to iteratively loop through all clusters and identify marker genes.

### 2.14 RNA velocity and lineage interference

To interpret the global transcriptional progression of hemocytes and their cell fate decision, we established the cell continuum of cell differentiation and data layers of unspliced and spliced mRNA for the entire data generated with Velocyto CLI (v.0.17.17) according to the CLI usage guide (Velocyto run-smartseq2). The output loom files were combined using “loompy.” The merged loom file was imported into the scVelo package (v1.0.6) (28, 29). The unspliced and spliced mRNA counts of cells from clusters C0–C4 were extracted. We used the “merged.utilis” function in the scVelo pipeline, where cells with low pre-mRNA counts were removed as part of the filtering. In short, the gene-specific velocities are obtained by fitting a ratio between unspliced and spliced mRNA abundances and then computing how the observed abundances change from those observed in a steady state. The ratio of “spliced,” “unspliced,” and “ambiguous” transcripts were calculated, and data were pre-processed using functions for detection of minimum count number, filtering, and normalization using “scv.pp.filter_and_normalise” and followed by “scv.pp.moments” function. The gene-specific velocities were then calculated using “scv.tl.velocity” with mode set to “deterministic” and “scv.tl.velocity_graph” function to generate velocity graph and visualization using “scv.pl.velocity_graph” function. In addition, we used the “scv.tl.recover_latent_time” function to infer a shared latent time from splicing dynamics and plotted the genes along the time axis.

### 2.15 Data availability

The raw processed data generated for this study have been deposited on Zenodo repository under accession number 7997643 and can be accessed via https://zenodo.org/deposit/7997643 and interactively on https://mubasher-mohammed.shinyapps.io/Sc-drosophila/. The custom code scripts used to analyze data for this study are available at https://github.com/ANKARKLEVLAB/Single-cell-P.f-gametocyte.

## 3 Results

### 3.1 Single-cell profiling of tumor-associated hemocytes reveals transcriptional heterogeneity

We initially characterized the population of TAHs that attach to Ras^V12^ salivary glands (SGs) and found that they consist mainly of plasmatocytes and the occasional lamellocyte (**Figures 1A, B**). To identify genes that are differentially regulated in hemocytes (DEGs) from tumor larvae, we profiled the transcriptome of single circulating hemocytes from wild-type and tumor larvae and from TAHs, which were extracted manually from tumorous SGs. Additionally, to characterize the contribution of effector caspases to tumor progression, we analyzed larvae in which the effector caspase inhibitor p35 was co-expressed with Ras^V12^: p35;Ras. 

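Circulating hemocytes of w1118, Ras V12 and p35Ras V12 larvae and hemocytes removed from the salivary glands of Ras V12 and p35Ras V12 larvae were sequenced as single cells with Smart-seq2, which amplifies full-length cDNA and gives the reads no molecular identifiers. For each set the authors deposited the number of reads they had counted on each of 17612 genes of Dm6 with featureCounts, without normalization, and an annotation that gives the genotype of the cells. The attached set was read from both ends and each mate was counted as a read, whereas the circulating set was read from one end. The files hold 384 circulating and 79 attached cells, and the annotation gives a genotype of the paper for 380 and 61 of them. A further 17 wells of the attached set carry a label ending in _C, which the paper's text does not explain, and they were put in no group. Cells with at most 10% of reads on mitochondrial genes and at least 200 genes were kept, which left 125 w1118, 126 Ras V12 and 124 p35Ras V12 circulating cells and 40 Ras V12 and 19 p35Ras V12 attached cells. No doublet caller was run, since each library comes from a sorted or hand-picked cell. The median number of reads per cell was 637375 in circulating w1118 cells, 582056 in circulating Ras V12 cells and 626613 in circulating p35Ras V12 cells, with a range over these groups of 2129 to 1149704. Attached Ras V12 cells had a median of 11146487 reads and attached p35Ras V12 cells one of 11295065, with a range over both of 261607 to 58927908, so that attached cells held 19.2 times (Ras V12) and 18.0 times (p35Ras V12) as many reads as circulating cells of the genotype. At least 1 read was found for a median of 4591, 4573 and 4582 genes in the circulating w1118, Ras V12 and p35Ras V12 cells and of 7443 and 6859 genes in the attached Ras V12 and p35Ras V12 cells. With every cell thinned at random to 420000 reads and shallower cells left out, where a fragment of the attached set can give 2 reads and one of the circulating set 1, these medians were 4502, 4519, 4432, 5147 and 4262. Expression of a gene in a group is given as its reads summed over the cells of the group per 1000000 reads of those cells (CPM), with the exact Poisson interval at 95%, and groups are compared by the log2 ratio of CPM. Shares of cells with at least 1 read have exact Clopper-Pearson intervals at 95%. The Poisson intervals take each read as independent. Copies of an amplified cDNA and the mates of a fragment are not, so these intervals are too narrow even for counting error. Intervals of shares cover the sampling of cells only, and no interval covers variation between larvae. Each genotype and location is a single pool of larvae or glands, so there are no replicates and no test was run on any difference. Attached and circulating cells also differ in the way they were isolated, in the number of amplification cycles, in the sequencer and in the read length, and these cannot be told apart from location.

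**Figure D1:**
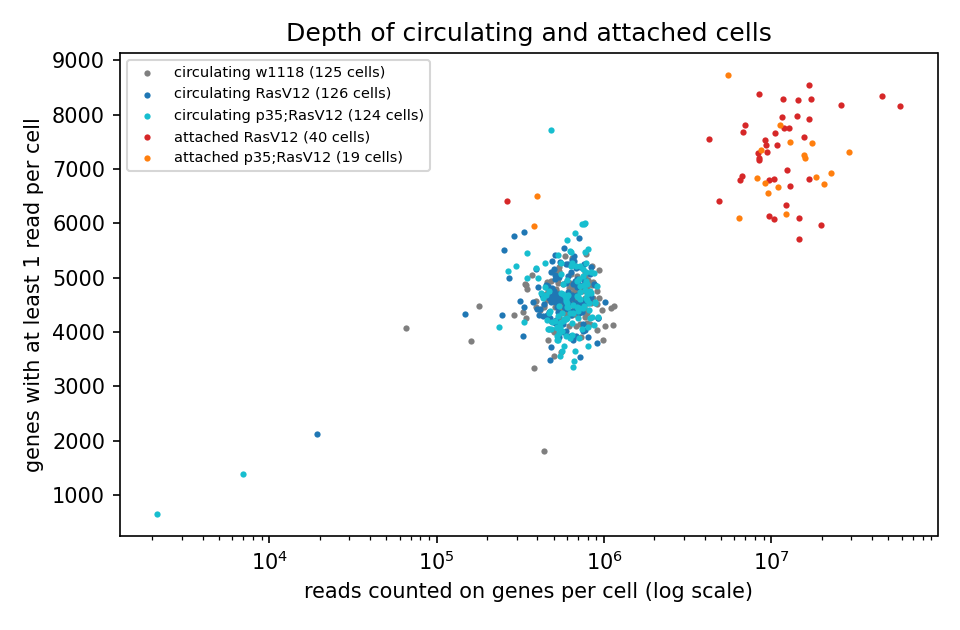
Reads counted on genes (log scale) against the number of genes with at least 1 read, 1 point per kept cell, colored by location and genotype. Attached cells lie at a median of 11146487 (Ras V12) and 11295065 (p35Ras V12) reads, to the right of most circulating cells.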

We had previously shown that similar to Drosomycin (Drs), the expression of p35 in Ras-SGs restores the spherical nuclear shape that is disturbed upon sole Ras expression, although SGs from both combinations show the same size increase as Ras^V12^ larvae (20) and (**Figures 2A–D**, quantified in **Figure 2E**). In contrast to Drs (20), co-expression of p35 still led to hemocyte recruitment (**Figures 2A’–D’** quantified in **Figure 2F**). This allowed us to compare TAHs both between wild-type and tumor larvae and in settings with and without active caspases downstream of JNK signaling. TAHs and circulating hemocytes were selected for expression of the plasmatocyte-specific marker Eater (**Figure 3A**, see *Material and Methods*).

**Figure 2:**
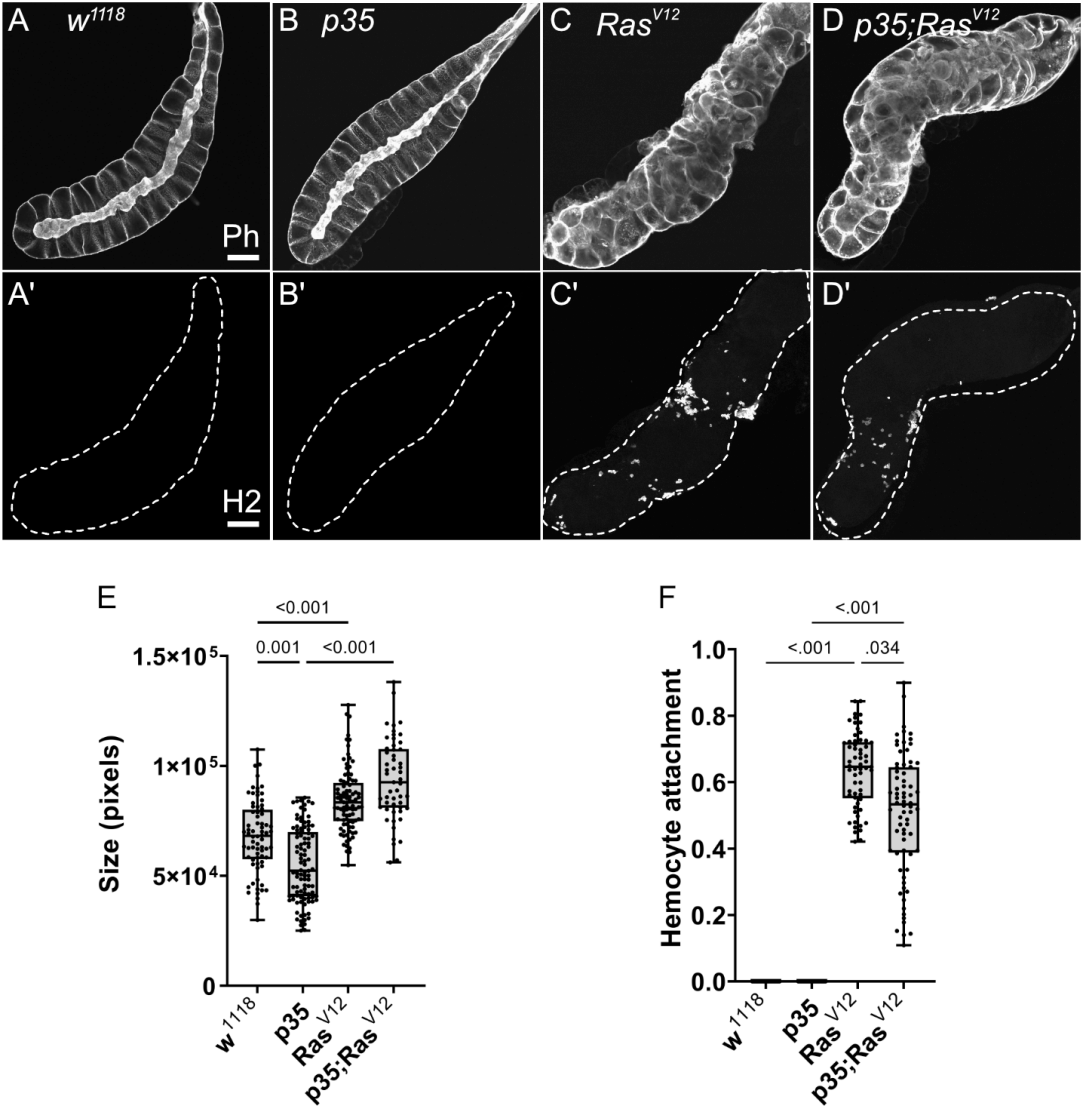
Characterization of SGs from the used genotypes. **(A–D)** SGs from wild type (w^1118^), p35 expressing larvae, Ras^V12^ larvae, and p35;Ras^V12^ larvae were stained with phalloidin and a plasmatocyte-specific antibody (Hemese, H2, **(A’–D’)**). SG size for the different genotypes was quantified shown in **(E)** and hemocyte attachment in **(F)**. Whisker length min to max, bar represents median. p-value quantified with ANOVA.

**Figure 3:**
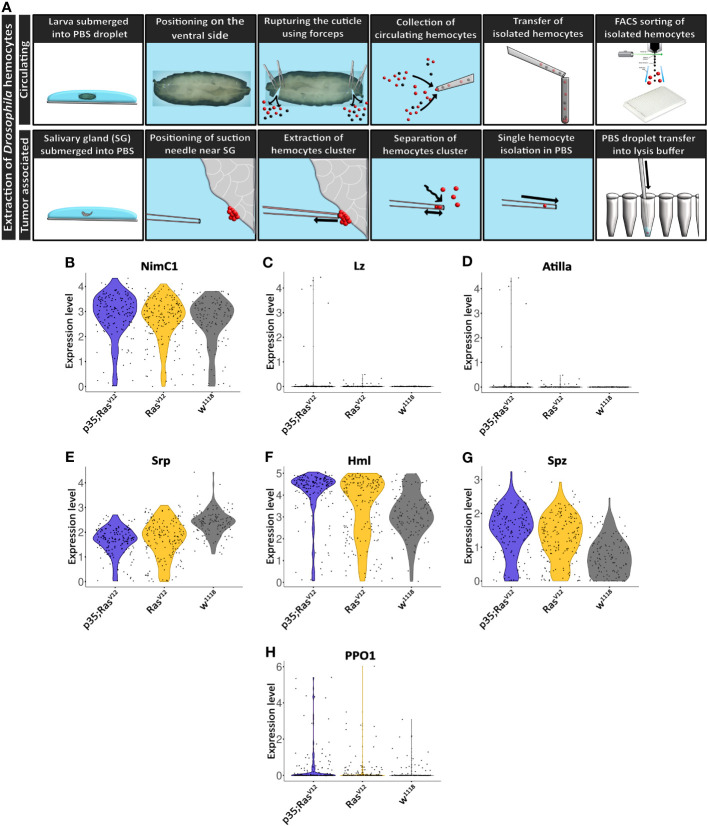
Extraction and initial characterization of circulating hemocytes and TAHs from wild-type and tumor larvae. **(A)** Upper panel: circulating hemocytes were extracted from larvae and individualized using cells sorting. Lower panel: TAHs were extracted from salivary glands using capillary suction, individualized and processed for single-cell RNA sequencing. See text for further details. **(B–H)** Classification of single hemocytes confirms their plasmatocyte identity and the absence of lamellocytes (Atilla) or crystal cell (Lozenge) markers.

Collectively, hemocyte transcriptomes displayed additional plasmatocyte markers indicating successful purification of these macrophage-related cells (**Figures 3B–H**). 

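NimC1 (FBgn0259896, chromosome 2L from 13973158 to 13976769), Hml (FBgn0029167, chromosome 3L from 13846054 to 13860001) and srp (FBgn0003507, chromosome 3R from 15986152 to 16004085) had at least 1 read in every kept cell of each group. For the 125 circulating w1118 cells this gives a share of 100% (95% interval from 97.1%), and for the 19 attached p35Ras V12 cells a share of 100% (from 82.4%). Transcripts of spz were found in 114 of 125 circulating w1118 cells (91.2%), in 121 of 124 circulating p35Ras V12 cells (97.6%) and in all cells of the other groups. Transcripts of eater, the marker by which the cells had been selected, were read in 122 of 124 circulating p35Ras V12 cells and in every cell elsewhere. After thinning to equal numbers of reads the lowest share of srp was 94.1%, in attached p35Ras V12 cells, and that of spz 91.9%, in circulating w1118 cells. In circulating cells Hml stood at 3185 CPM in w1118, 6873 CPM in Ras V12 and 9106 CPM in p35Ras V12, and in attached cells at 2016 CPM in Ras V12 and 3029 CPM in p35Ras V12. The summed reads of 8 plasmatocyte genes (NimC1, Hml, eater, srp, Pxn, He, Col4a1 and vkg) amounted to 16856, 25434 and 31683 CPM in circulating w1118, Ras V12 and p35Ras V12 cells and to 10688 and 11057 CPM in attached Ras V12 and p35Ras V12 cells. The paper takes such markers as a sign of successful purification. In circulating p35Ras V12 cells with over 1000 CPM of the lamellocyte marker atilla, Hml and NimC1 together went down to 16.7 CPM. The median of the group was 11439 CPM. At least 1 read therefore does not show that a cell is a plasmatocyte.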

Plasmatocyte markers include Nimrod C1 (NimC1), serpent (srp), Hemolectin (Hml), and spätzle (spz), several of which have been used as pan-plasmatocyte markers and more recently as markers for specific plasmatocyte subpopulations (30). As expected, the crystal cells and lamellocytes markers lozenge (lz) and Atilla, respectively; were not detected (**Figures 3C, D**). 

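Reads of lz (FBgn0002576, chromosome X from 9284649 to 9303636) were counted in 1 of 125 circulating w1118 cells, 3 of 126 circulating Ras V12 cells and 5 of 124 circulating p35Ras V12 cells, and in 6 of 40 attached Ras V12 and 3 of 19 attached p35Ras V12 cells. Its level was at most 0.893 CPM (95% interval 0.695 to 1.13), in circulating p35Ras V12 cells. The crystal cell genes lz, PPO1, PPO2, peb and CG17109 together gave 89.5, 449.8 and 287 CPM in circulating w1118, Ras V12 and p35Ras V12 cells. In attached Ras V12 and p35Ras V12 cells they gave 511 and 15918 CPM. A single cell held 27.3%, 86.5% and 50.3% of these reads in circulating w1118, Ras V12 and p35Ras V12 cells. In attached Ras V12 and p35Ras V12 cells a single cell held 37.7% and 42.3%. For atilla (FBgn0032422, chromosome 2L from 12175451 to 12177886), at least 1 read was found in 4 of 125 circulating w1118 cells, 1 of 126 circulating Ras V12 cells and 17 of 124 circulating p35Ras V12 cells (13.7%, 95% interval 8.19% to 21.0%). The share in circulating p35Ras V12 cells was 11.5% after thinning and 4.84% when at least 5 reads were required. The level there was 253 CPM, against 0.0502 CPM in circulating w1118 cells. Of the atilla reads in circulating p35Ras V12 cells, 98.3% lay in 5 cells with between 2865 and 8386 CPM each, a grouping chosen after these values were seen. In each of these 5 cells the reads of PPO3, mys, ItgaPS4 and Treh, the other genes of the lamellocyte list, came to at least 7532 CPM, and in every other cell of the group to at most 1271 CPM. The whole list of 5 lamellocyte genes gave 496, 428 and 1226 CPM in circulating w1118, Ras V12 and p35Ras V12 cells and 923 and 438 CPM in attached Ras V12 and p35Ras V12 cells. Among attached cells, 21 of 40 Ras V12 and 6 of 19 p35Ras V12 cells held an atilla read, at 5.31 and 1.14 CPM of the groups, but reads carried between wells cannot be excluded there, so that a single read does not show expression.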

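PPO1 (FBgn0283437, chromosome 2R from 17887220 to 17889973) had at least 1 read in 27 of 125 circulating w1118 cells (21.6%, 95% interval 14.7% to 29.8%), 23 of 126 circulating Ras V12 cells (18.3%, 11.9% to 26.1%) and 32 of 124 circulating p35Ras V12 cells (25.8%, 18.4% to 34.4%). Among attached cells it was read in 39 of 40 Ras V12 and 18 of 19 p35Ras V12 cells. After thinning to equal numbers of reads the 5 shares were 22.5%, 13.6%, 26.5%, 87.2% and 100%. When at least 5 reads were required they were 16.8%, 11.9%, 19.4%, 92.5% and 94.7%. The wells of the attached set with a label ending in _C held a median of 322 CPM of PPO1. Reads carried between wells cannot be excluded in attached cells, so that these shares do not show expression there. A single circulating Ras V12 cell held 85.9% of the PPO1 reads of its group.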

Crystal cell prophenoloxidase 1 (PPO1) was detected in a few cells (**Figure 3H**) (see also below).

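The annotation that the authors deposited numbers the clusters of each set of cells on its own, and it parts the circulating cells into 5 clusters. In 3 of these clusters most cells were w1118. They held 114 of 125 circulating w1118 cells (91.2%), 49 of 126 circulating Ras V12 cells (38.9%) and 2 of 124 circulating p35Ras V12 cells (1.61%, 95% interval 0.196% to 5.70%). When the counts of both sets were clustered anew with Seurat at resolution 0.4 on 10 principal components, the share of circulating p35Ras V12 cells in clusters that were mostly w1118 was 1.61%. The largest share in any alternative run was 2.42%, at resolution 0.8, and the smallest was 0%, as with 20 principal components.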

Clustering analysis revealed true variation between the single cell transcriptomes for the identified five clusters (at p<0.05 and a difference in expression >2 if not stated otherwise; **Figures 4A–C**, middle panel), three of which included tumor cells (clusters C0, C2, and C3 (**Figures 4C, D**). Cluster C2 overlaps largely with TAHs (**Figure 4A**). 

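The cells of the clusters C0 to C4 are not given in the deposited annotation. They were recovered from Tables S1 to S5, which print for each gene the share of cells with a read inside and outside a cluster, by a fit that was chosen after the data were seen. The fit placed 441 cells and gave the printed totals exactly for 2873 of the 2923 genes of these tables, with a largest difference of 2 cells. The log2 fold changes computed from the fitted cells lay within 0.01 of the paper's for 3430 of 3431 entries. In C2, 44 of 61 cells were attached (72.1%, 95% interval 59.2% to 82.9%), 31 from Ras V12 and 13 from p35Ras V12 larvae. The cluster further held 10 circulating p35Ras V12, 3 w1118 and 2 Ras V12 cells and 2 circulating wells without annotation, which had 866 and 2339 reads. The remaining attached cells lay in C0 (8 cells, 7 of them p35Ras V12), C1 (1), C3 (4) and C4 (4). By genotype, C0 held 6 w1118, 53 Ras V12 and 95 p35Ras V12 cells, and C3 held 4, 28 and 26. In C1 there were 93 w1118, 33 Ras V12 and 0 p35Ras V12 cells, and in C4 21, 20 and 1.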

Gene Ontology analysis for biological processes of upregulated genes in the clusters highlighted several gene sets that overlapped between clusters but also some cluster-specific sets (**Figure 4E**). The latter category included genes involved in cell motility (cluster C1), translation (C0), protein folding (C4), and immune response genes for cluster 2 (attached cells) and several categories specific for cell division (C3, circulating cells from both tumor models). Taken together, despite the technically limited number of cells compared to other studies (30), we identified subpopulations of plasmatocytes whose signatures differed significantly depending on genotype (tumor versus wild type) and cell status (attached versus circulating).

**Figure 4:**
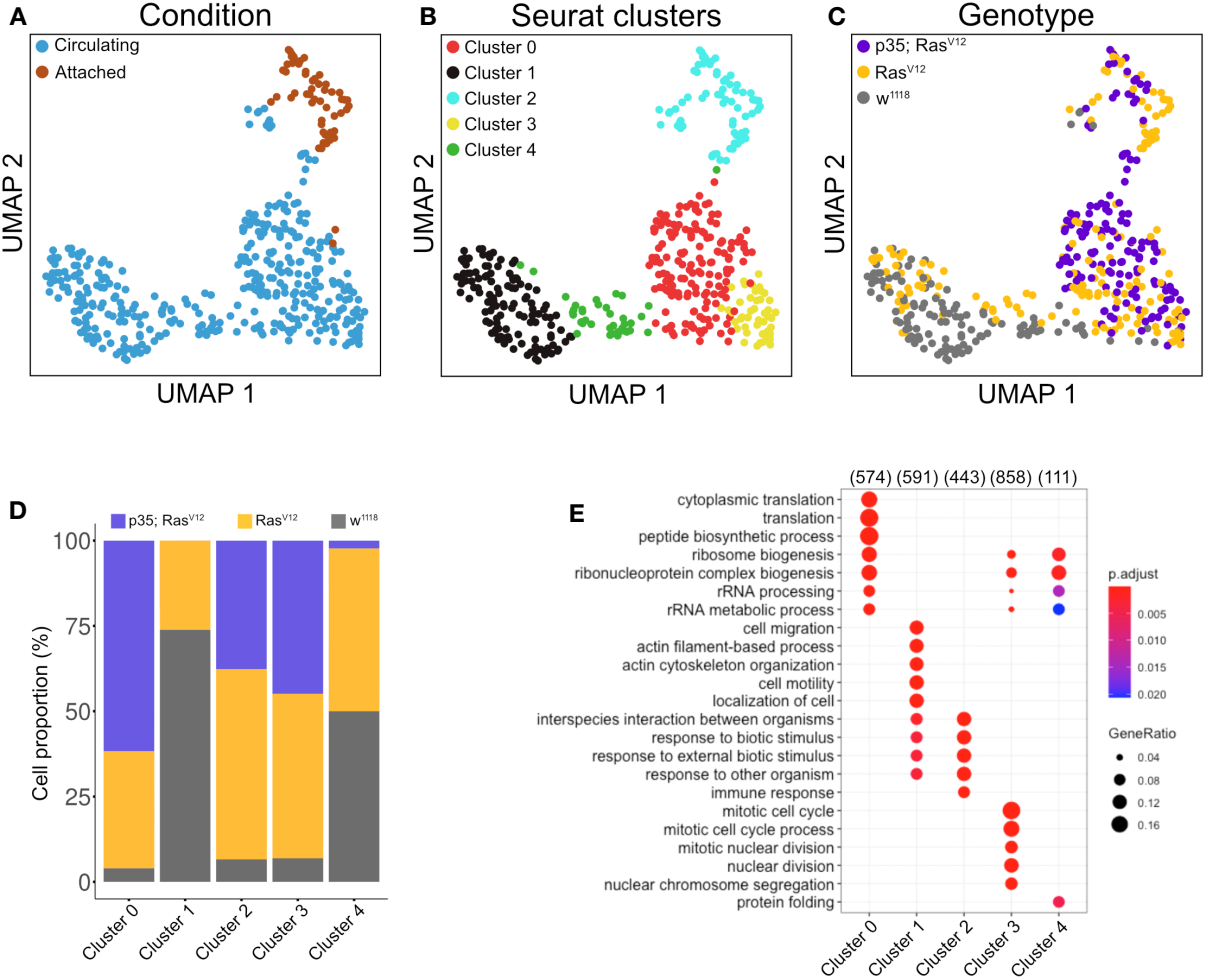
Clustering analysis of hemocytes. Circulating single cells (Genotype: w^1118^, Ras^V12^ and p35;Ras^V12^) were processed using Smart-seq2. For manually extracted TAHs (Genotype: Ras^V12^, p35;Ras^V12^), libraries were generated according to the Smart-seq2 protocol. **(A)** UMAP projection of single-cell transcriptome integrated datasets overlaid with batch labels. **(B)** Louvain clustering analysis based on the first 10 PCs shows the biological variation of the data and cell communities’ assignments. **(C)** UMAP projection overlaid with single-cell-specific genotypes. The global transcriptome similarities and differences were assessed based on k-nearest neighbors (kNN) force-directed graph with a true signal variation of the single-cell transcriptome on the integrated datasets. **(D)** Relative frequency of w^1118^, Ras^V12^, and p35Ras^V12^ hemocytes within the five identified clusters. **(E)** Gene set enrichment analysis (GSEA) (biological processes) of upregulated genes in a minimum of 25% of the cells in each cell community with a cutoff of 0.25 log fold-change threshold, comparing different cell communities (clusters) and highlighting the various biological processes’ heterogeneity. Color scale indicating the corrected p-values, where blue is less significant and red is highly significant. Black circular dots indicate the gene ratio in comparison to the universal background gene list. Numbers in brackets indicate the gene numbers overlapping the ontology terms for a specific cluster.

### 3.2 The expression of signature genes for the different clusters differs between tumor models

To obtain more detailed insight into the gene categories that specified the clusters, we identified the genes whose expression significantly specified the clusters (**Supplementary Tables S1**-**S5**). In parallel, we compared expression strengths between genotypes focusing on the three populations that comprised cells from the tumor models (clusters 0, 2, and 3 in **Figures 4D**, **5A–C**). 

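Of the genes shown in Fig. 5A, whose names were read from the picture, 49 were matched to the files. In attached p35Ras V12 cells 27 of them had a higher CPM than in attached Ras V12 cells and 22 a lower one. The log2 ratio of p35Ras V12 over Ras V12 ranged from -2.67 to 1.68 with a median of 0.11. These genes were chosen in the paper from the same cells. Of the 902 genes of Table S3 with more than 3 reads in either group, a list chosen after the data were seen, 444 were higher in attached p35Ras V12 cells. Their median log2 ratio was -0.05. Among the 3337 genes with at least 50 CPM in the higher group and a read in at least 25% of its cells, the largest log2 ratios of p35Ras V12 over Ras V12 were 9.74 for CG3819, 7.62 for TM4SF, 7.24 for ZnT77C, 6.87 for CG34282 and 6.09 for CG31643. Without the cell that held most reads in each group they were 4.75, 5.17, 7.03, 5.18 and 2.43. At the other end stood CG43446 (-6.76), CG42240 (-6.76), Ets21C (-6.55), sano (-6.45) and BoYb (-6.39), with -6.57, -6.26, -6.64, -6.29 and -3.58 without those cells.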

For attached hemocytes (C2), the list of the most strongly expressed genes varied between the two tumor models (**Figure 5A**). To follow this up, we scanned cluster 2-specific genes for gene set enrichment and identified two enriched categories (1): pupal adhesion and (2) immune response (**Supplementary Figures S1A, B**). 

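The genes Sgs1, Sgs3, Sgs4, Sgs5, Sgs7 and Sgs8, which encode salivary gland glue proteins, took 3.17% of all reads of attached Ras V12 cells and 2.08% of those of attached p35Ras V12 cells. Every attached cell held such reads, from 2958 to 4017438 per cell. The share per cell ranged from 0.0518% to 32.6% in Ras V12, with a median of 1.16%, and from 0.0632% to 10.8% in p35Ras V12, with a median of 0.560%. In circulating cells these genes had 5 reads in w1118, 35 in Ras V12 and 27 in p35Ras V12, which is 0.0627, 0.478 and 0.349 CPM. After thinning to equal numbers of reads, all 56 attached cells and 9 of 334 circulating cells kept an Sgs read. A list of 10 salivary gland genes, which adds Eig71Ee, ng1, ng2 and ng3, reached 32112 CPM in attached Ras V12 and 21113 CPM in attached p35Ras V12 cells, and at most 0.492 CPM in circulating cells. The wells of the attached set with a label ending in _C also held between 915 and 9766 Sgs reads each, and 56 of the 59 attached cells lay above the highest of these wells. The same cells held transcripts of fat body genes (Lsp1alpha, Lsp1beta, Lsp1gamma, Lsp2, Fbp1, Fbp2, Adh and apolpp), which made up 2.41% of the reads of attached Ras V12 cells and 4.70% of those of attached p35Ras V12 cells, and at most 0.00738% in a circulating group.

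**Figure D2:**
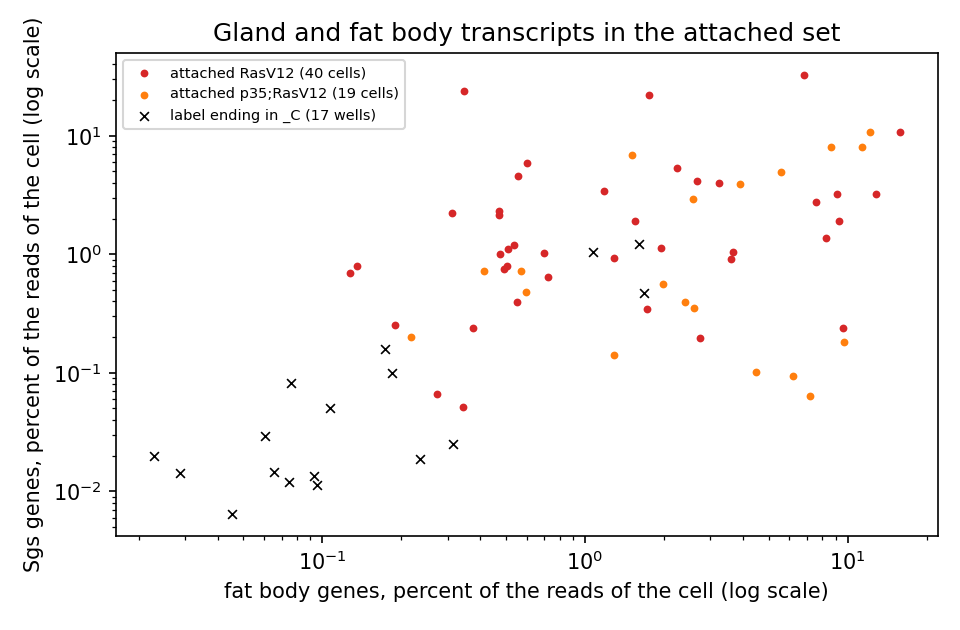
Share of the reads of each cell on 6 Sgs genes against its share on 8 fat body genes, both on log scales, for the attached Ras V12 and p35Ras V12 cells and for the 17 wells with a label ending in _C. Attached cells spread from 0.0518% to 32.6% on the Sgs axis.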

Pupal adhesion was due to the presence of genes that code for salivary gland secretions (**Supplementary Figure S1B**). Since these genes are hardly expressed outside salivary glands (FlyAtlas (31)), we interpret their presence in hemocytes as being passenger transcripts (32), i.e., transcripts that have been taken up by TAHs by way of cellular fragments released from the glands. Alternatively, SG transcripts may have been co-purified together with TAHs during extraction. This latter explanation implies that expression of p35 partially prevented the release of SG fragments from Ras^V12^ SGs in line with its anti-apoptotic function. 

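The summed reads of the Sgs genes gave 31725 CPM in attached Ras V12 cells and 20782 CPM in attached p35Ras V12 cells, a log2 ratio of p35Ras V12 over Ras V12 of -0.61. A single cell held 23.6% of these reads in Ras V12 and 38.5% in p35Ras V12, and without these 2 cells the ratio was -0.86. Scaling by edgeR's TMM factors shifts every log2 ratio between the attached genotypes by 0.31 and moved this one most, to -0.30. Of the 10 genes shown in Fig. S1B, 9 had a lower CPM in attached p35Ras V12 than in attached Ras V12 cells, with a median log2 ratio of -1.03 and a range from -4.08 to 1.69.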

The second category (immune genes) contains genes that are most strongly (although not mutually exclusively) expressed in either tumor model (**Supplementary Figure S1A**). 

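Of the genes shown in Fig. S1A, 24 were matched to the files, and CecA and Cp1 matched no gene name there. In attached p35Ras V12 cells 14 of the 24 had a higher CPM than in attached Ras V12 cells and 10 a lower one. The log2 ratios of p35Ras V12 over Ras V12 ranged from -6.98 for Nos to 5.37 for PPO1, with a median of 0.13. With each cell given the same weight, 11 of the 24 were higher in p35Ras V12, and 11 were higher too when attached and circulating cells of a genotype were taken together.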

Taken together, we show that hemocytes in both tumor models differ qualitatively from hemocytes in control larvae and that inhibition of effector caspases in tumors reveals additional quantitative differences.

**Figure 5:**
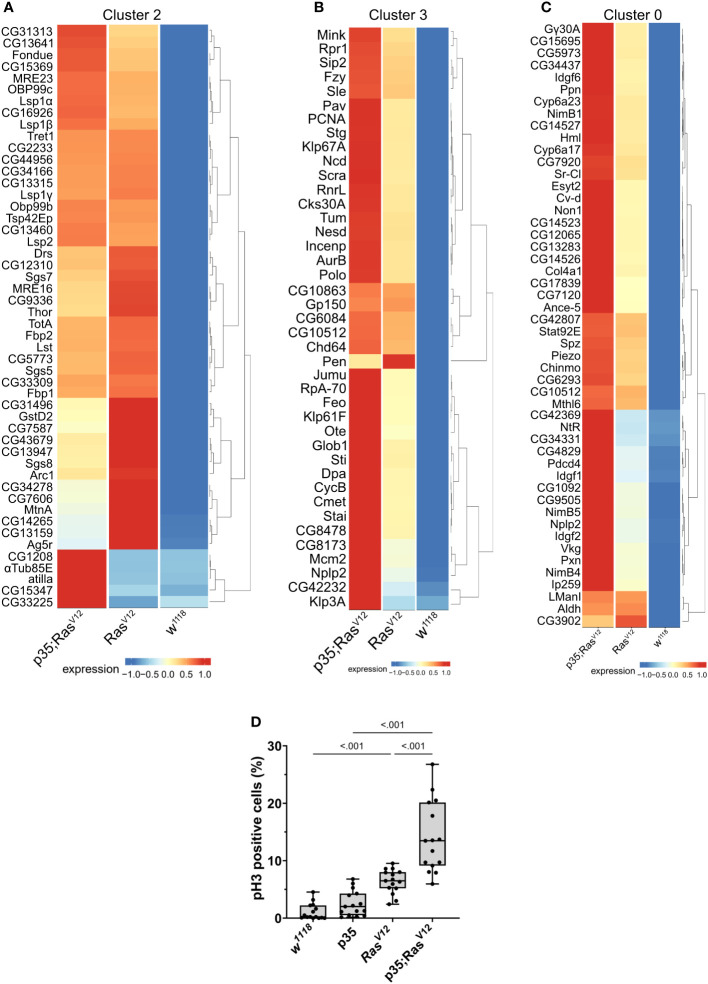
Contribution of the three genotypes to clusters 2 **(A)**, 3 **(B)**, and 0 **(C)**. Expression intensity was analyzed for the most significantly enriched genes in the respective clusters using the visualization tool created for this project (see: https://mubasher-mohammed.shinyapps.io/Sc-drosophila/). **(D)** The enrichment of genes involved in cell division in cluster 3 (see also **Figure 4E**) was functionally confirmed using anti-phospho Histone 3 labeling to detect proliferating cells. Whisker length min to max, bar represents median. p-value quantified with ANOVA.

### 3.3 The response towards tumors differs between the two models

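DptA (FBgn0004240, chromosome 2R from 18865765 to 18866260), DptB (FBgn0034407, chromosome 2R from 18867391 to 18867895), AttC (FBgn0041579) and CecC (FBgn0000279, chromosome 3R from 30216484 to 30216938) together stood at 366 CPM in attached Ras V12 cells (95% interval 364 to 367) and 186 CPM in attached p35Ras V12 cells (184 to 187), a log2 ratio of p35Ras V12 over Ras V12 of -0.98. Without the cell that held most of these reads in each group, which moved the ratio most, it was -1.48. The log2 ratios of the single genes were -1.86 for DptA, -1.15 for AttC and -1.33 for CecC. For DptB the ratio was 0.15, but -0.81 without the cell with most reads in each group, since 1 attached p35Ras V12 cell held 67.2% of the reads of its group. In circulating cells the 4 genes had 0 reads in w1118, 6 in Ras V12 and 143 in p35Ras V12. PPO1, PPO2 (FBgn0033367, chromosome 2R from 9042261 to 9044709) and PPO3 (FBgn0261363, chromosome 2R from 23064769 to 23067183) together reached 492 CPM in attached Ras V12 cells and 15544 CPM in attached p35Ras V12 cells, a log2 ratio of 4.98 (4.98 to 4.99). Among the alternatives on the same scale it moved most, to 3.85, when only the attached cells fitted to C2 were taken. PPO1 had a ratio of 5.37 (5.36 to 5.39) and PPO2 one of 4.87 (4.86 to 4.87), whereas PPO3 stood at 5.38 CPM in attached Ras V12 and 1.92 CPM in attached p35Ras V12 cells, a ratio of -1.49 (-1.63 to -1.34). In the attached cells of C2 the ratio of PPO3 was -0.06 (-0.23 to 0.11), and with attached and circulating cells of a genotype taken together, which mixes location into it, 1.56. Of the PPO1 and PPO2 reads of attached p35Ras V12 cells, 98.7% lay in 6 of 19 cells with more than 5000 CPM each. In attached Ras V12 cells 3 of 40 cells exceeded that level. The median cell held 602 CPM of both genes in attached p35Ras V12 and 36.6 CPM in attached Ras V12 cells. The 13 attached p35Ras V12 cells at or below 5000 CPM had a median of 179.6 CPM of both genes, and 4 wells of the set labelled p35Ras_C had one of 215 CPM, so that reads carried between wells cannot be excluded in these cells.

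**Figure D3:**
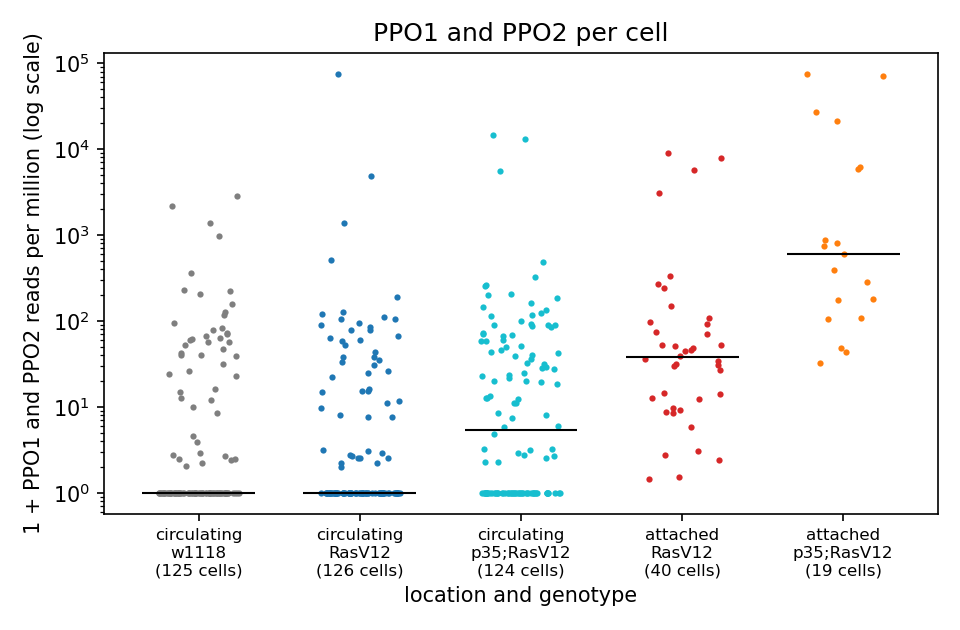
CPM of PPO1 and PPO2 together in each cell, plus 1, on a log scale, by location and genotype, with 1 point per kept cell and a line at the median of each group. The highest cells reach 75038 CPM in attached p35Ras V12, 8934 CPM in attached Ras V12 and 75025 CPM in circulating Ras V12 cells.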

Generally, TAHs in the Ras model show strong expression of AMPs including Dpt(Diptericin)A and B, Att(Attacin)C, and Cec(Cecropin)C. In contrast, p35;Ras^V12^ TAHs show higher levels of all three phenoloxidases PPO1–3 (**Supplementary Figure S1A**). This is in line with the previously identified function of the TGF-like protein dawdle (*daw*), which promotes AMP activation (33) and, indeed, *daw* clusters with AMP expression in our hands (**Supplementary Figure S1A**). 

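Transcripts of daw (FBgn0031461, chromosome 2L from 2805261 to 2812376) stood at 21.9 CPM in attached Ras V12 cells (95% interval 21.5 to 22.3) and at 9.71 CPM in attached p35Ras V12 cells (9.31 to 10.1), a log2 ratio of -1.18. This has the same sign as the ratio of the summed AMP genes. A read was found in 36 of 40 attached Ras V12 and 13 of 19 attached p35Ras V12 cells. One p35Ras V12 cell held 58.4% of the reads of its group, and the ratio without the highest cell of each group was -2.21. In circulating cells daw had 10 reads in w1118, 0 in Ras V12, which allows up to 0.0410 CPM, and 186 in p35Ras V12.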

A second TGF member (*dpp*) with immune-regulatory function (33) is less expressed in tumors compared to wild-type hemocytes. Similarly, the M1 marker iNOS is more strongly expressed in p35;Ras^V12^ TAHs, while the M2 marker Arginase (Arg) peaks in Ras TAHs.

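The level of dpp (FBgn0000490, chromosome 2L from 2428372 to 2459823) in circulating cells was 38.9 CPM in w1118 (95% interval 37.6 to 40.3), 31.9 CPM in Ras V12 (30.6 to 33.2) and 27.8 CPM in p35Ras V12 (26.7 to 29.0). The log2 ratio to w1118 was -0.29 for Ras V12 and -0.48 for p35Ras V12. Under the filter of methods 2.9, which keeps 6 w1118, 12 Ras V12 and 17 p35Ras V12 circulating cells, these ratios were 1.88 and 1.57. The share of cells with a dpp read was 75.2%, 61.9% and 55.6% in circulating w1118, Ras V12 and p35Ras V12 cells. In attached cells dpp stood at 19.7 CPM in Ras V12 and 6.88 CPM in p35Ras V12.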

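Nos (FBgn0011676, chromosome 2L from 10804274 to 10837511), which encodes the nitric oxide synthase, had 1149 reads in attached Ras V12 cells, found in 13 of 40 cells, and 4 reads in attached p35Ras V12 cells, found in 2 of 19 cells. This is 2.14 CPM (95% interval 2.02 to 2.27) in Ras V12 and 0.0170 CPM (0.00462 to 0.0434) in p35Ras V12, a log2 ratio of p35Ras V12 over Ras V12 of -6.98 (-8.86 to -5.62). A single attached Ras V12 cell held 46.2% of its group's reads, and without the highest cell of each group, with 2 reads left in p35Ras V12, the ratio was -7.20 (-10.24 to -5.34). Circulating w1118, Ras V12 and p35Ras V12 cells had 0, 1 and 27 Nos reads. The gene for arginase, arg (FBgn0023535, chromosome X from 509435 to 528028), stood at 14.0 CPM (13.7 to 14.3) in attached Ras V12 and 30.4 CPM (29.7 to 31.1) in attached p35Ras V12 cells, a log2 ratio of 1.12 (1.07 to 1.17). One attached p35Ras V12 cell held 40.9% of the arg reads of its group, and without the highest cell of each group the ratio was 0.69.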

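The names of the genes in Figs 5B and 5C were read from the pictures, and 40 and 50 of them were matched to the files. The paper chose these genes from the same cells. All 40 genes of Fig. 5B had a higher CPM in circulating Ras V12 and in circulating p35Ras V12 cells than in circulating w1118 cells, with median log2 ratios of 2.02 and 2.74. Between the tumor genotypes, 39 of the 40 were higher in p35Ras V12, by a median of 0.58. Under the filter of methods 2.9, which keeps few cells, this number was 19, and under TMM scaling, which shifts every log2 ratio to w1118 by -0.11 in Ras V12 and -0.21 in p35Ras V12, it was 38. All 50 genes of Fig. 5C were higher in both tumor genotypes than in w1118 cells, with medians of 1.39 and 2.06, and 47 of the 50 were higher in p35Ras V12 than in Ras V12, by a median of 0.63. Over all genes of Table S4 (cluster C3), 769 of 987 were higher in circulating p35Ras V12 than in circulating Ras V12 cells, with a median of 0.22, and over those of Table S1 (cluster C0) 574 of 657, with a median of 0.26. The genes of these tables were chosen as higher in a cluster, and C0 holds more p35Ras V12 than Ras V12 cells, so that a higher level in p35Ras V12 is in part built into that list. A list of 8 genes of dividing cells (stg, CycB, CycA, polo, aurB, PCNA, Mcm2 and pav) gave 246 CPM in w1118, 799 CPM in Ras V12 and 1233 CPM in p35Ras V12 circulating cells, and each of the 8 rose in that order. In attached cells it gave 335 CPM in Ras V12 and 420.2 CPM in p35Ras V12. Over all genes with at least 50 CPM in the higher group and a read in at least 25% of its cells, the largest log2 ratios of circulating p35Ras V12 over circulating Ras V12 were those of ninaD (11.70, counting interval 10.16 to 13.98, from 3 reads in Ras V12), CG18088 (6.53), alphaTub85E (6.16), CG15347 (5.00) and mthl4 (3.41). The smallest were those of CG34296 (-10.05), Dtg (-7.72), CG4586 (-6.52), NimC2 (-6.40) and CG4408 (-6.32). Without the highest cell of each group the ratios were 12.23 (10.37 to 15.27) for ninaD, where 2 reads were left in Ras V12, and 5.78, 5.04 and 2.95 for alphaTub85E, CG15347 and mthl4, and those of the 5 smallest -10.77, -8.19, -7.17, -6.79 and -7.27. For CG18088, 61 reads in Ras V12 fell to 1 without the highest cell, and the ratio there was 12.28 (9.80 to 17.59). Against circulating w1118 cells, the largest ratios in Ras V12 were 8.07 for Cyp6a17, 5.16 for Men, 4.69 for CG17839, 4.16 for ItgaPS5 and 3.55 for Nepl9, and the smallest -2.54 for dmGlut, -2.45 for Nepl3, -2.07 for CG10026, -2.02 for Gs2 and -2.01 for E23. Leaving out the highest cell of each group gave 8.37, 5.36, 4.98, 4.48 and 3.73 for the former and -2.96, -2.48, -2.11, -2.17 and -2.04 for the latter. In p35Ras V12 against w1118, CG18088 was at least 2044-fold higher with 0 reads in w1118, and Cyp6a17 (8.83), bero (7.02), CG15347 (6.55) and CR18228 (5.91) followed. Without the highest cells the bound for CG18088 was 10.81 on the log2 scale, the ratio of bero was 11.90 (9.42 to 17.20) with 1 read left in w1118, and those of Cyp6a17, CG15347 and CR18228 were 9.12, 6.52 and 6.87. The lowest in p35Ras V12 against w1118 were CG34296 (-10.59), CG4267 (-10.53, -12.81 to -8.98, from 3 reads in p35Ras V12), Gs2 (-9.66), CREG (-9.16) and E23 (-9.04). Without the highest cells CG34296 and Gs2 had -11.54 and -9.79, and with 1 to 3 reads left in p35Ras V12 CG4267 had -12.00 (-17.31 to -9.52), CREG -11.84 (-17.15 to -9.36) and E23 -11.26 (-13.54 to -9.71).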

For both clusters 0 and 3 (**Figures 5B, C**), the same set of genes was more strongly induced in circulating tumor compared with circulating wild-type hemocytes, although the majority showed stronger expression when effector caspases were repressed (p35;Ras^V12^) compared to the tumor-only (Ras) model. Gene set enrichment analysis fully confirmed the enrichment for genes involved in cell division (**Figure 4E**) in cluster 3 (circulating cells from both tumor models) but failed to deliver significant returns for the category “Biological process” for cluster 0. In line, the quantification of hemocyte proliferation fully confirmed an increase in cell divisions in both tumor models including the additional increase in the p35;Ras^V12^ model (**Figure 5D**). This may contribute more to the differentiation of TAHs rather than circulating cells, which show similar counts (18).

Finally, when searching for pathways compatible with expression in the five clusters using the Reactome database (https://reactome.org), an enrichment for genes involved in neutrophil degranulation was found for cluster 0 (**Supplementary Figure S1C**), which, when using a split analysis, also indicated that this pathway was more strongly expressed in p35;Ras^V12^ hemocytes. 

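For Fig. S1C 16 genes were matched to the files. In circulating cells 14 of them had a higher CPM in p35Ras V12 than in Ras V12, with a median log2 ratio of 0.67 and a range from -0.31 to 1.62. In attached cells 13 were higher in p35Ras V12, with a median of 1.06. Against circulating cells of the same genotype, 2 of the 16 were higher in attached Ras V12 cells and 5 in attached p35Ras V12 cells, with medians of -0.69 and -0.17. Under TMM scaling, which shifts every log2 ratio of attached over circulating p35Ras V12 cells by 0.77 and of Ras V12 cells by 0.36, the number in attached p35Ras V12 cells was 11.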

Pseudotime analysis using RNA velocity (**Figures 6A–D**) indicated that TAHs and circulating hemocytes from both tumor models follow distinct pathways, although due to the restricted number of TAHs, a rarer intermediate population may have been missed.

**Figure 6:**
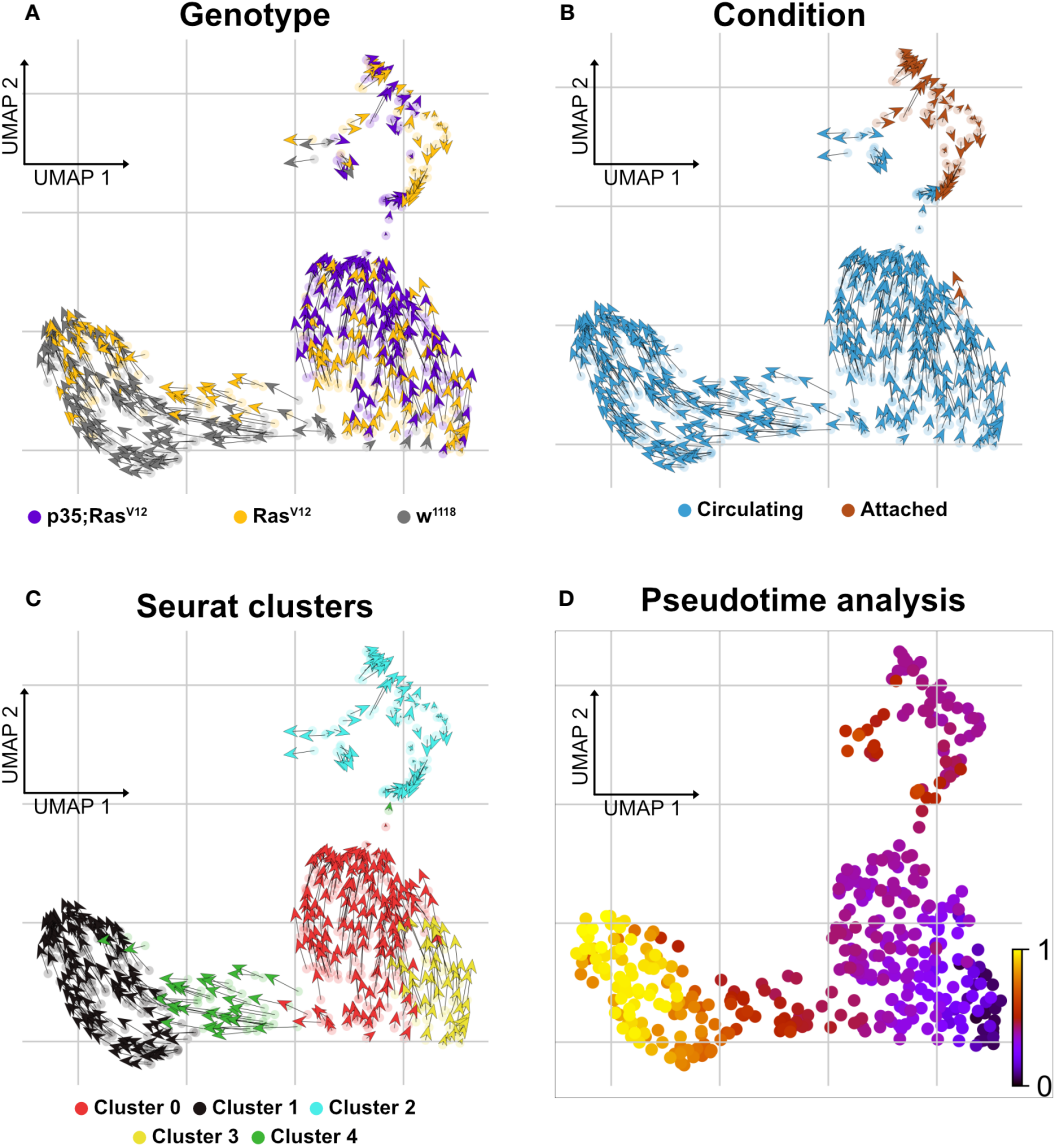
Delineating splicing kinetics through generalizing RNA velocity to cell population clusters. **(A)** Projecting velocities across the wild type, Ras^V12^, and p35;Ras^V12^ hemocytes. **(B)** Across conditions (attached and circulating). **(C)** Identified Seurat clusters. **(D)** Pseudotime inference of integrated datasets shows the root cells composed mainly of cluster 3 cells (mixture of p35;Ras^V12^ and Ras^V12^ larvae) and trajectory depicting pseudotime units assignment with terminal state composed mainly of cluster 1 (wild type and Ras^V12^ larvae).

### 3.4 Transcript transfer between hemocytes and other tissues

Recently, we and others have characterized the activation of crystal cells and the subsequent release of leaderless PPO2 into the extracellular environment via cell rupture (34, 35). Functionally, crystal cell activation bears similarities to pyroptotic cell death in mammals, including its dependence on caspase activity, which can be inhibited by p35 (36). While our findings explained how PPO2 was released into the hemolymph, the mechanism for secretion of PPO1, which also lacks a signal peptide, remained obscure. 

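PPO2 stood at 376 CPM (95% interval 374 to 377) in attached and 201 CPM (197 to 204) in circulating Ras V12 cells, a log2 ratio of 0.91. In p35Ras V12 it stood at 10953 CPM (10939 to 10966) in attached and 116 CPM (114 to 119) in circulating cells, a log2 ratio of 6.56. Without the cell with most PPO2 reads in each group the ratios were 3.18 for Ras V12, where 1 circulating cell held 87.9% of the reads, and 7.09 for p35Ras V12. PPO1 had a ratio of -1.15 in Ras V12, which became 1.25 without the highest cell of each group, and of 4.80 in p35Ras V12. At least 1 PPO2 read was found in 29.1% of circulating and 87.2% of attached Ras V12 cells after thinning to equal numbers of reads, and in 48.7% and 100% in p35Ras V12. Reads carried between wells may add to the shares in attached cells. Whether reads came from spliced transcripts was not analysed here.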

Since we found that PPO2 was enriched in TAHs (**Figure 7A**, **Supplementary S1A**), we wondered which secretion mechanism led to their spread to other plasmatocytes. In line with crystal cell rupture and similar to passenger transcripts from SGs, the mRNA encoding PPO2 was detected in plasmatocytes both as a mature (spliced) form and as a non-spliced (nuclear) immature mRNA (**Figures 7C, D**). This indicates that phagocytic hemocytes had access to both the nuclear and the cytosolic fraction of ruptured crystal cells. In contrast, PPO1 transcripts were only detected in their mature form (**Figure 7B**). We conclude that PPO2 transcripts in TAHs originate either from pyroptotic crystal cells or TAHs, which have acquired crystal cell characteristics, while PPO1 mRNA originates from live crystal cells. Taken together, this explains why both PPO1 and PPO2 had been located on *Ras* SGs (19) despite the apparent absence of crystal cells (**Figure 1**).

**Figure 7:**
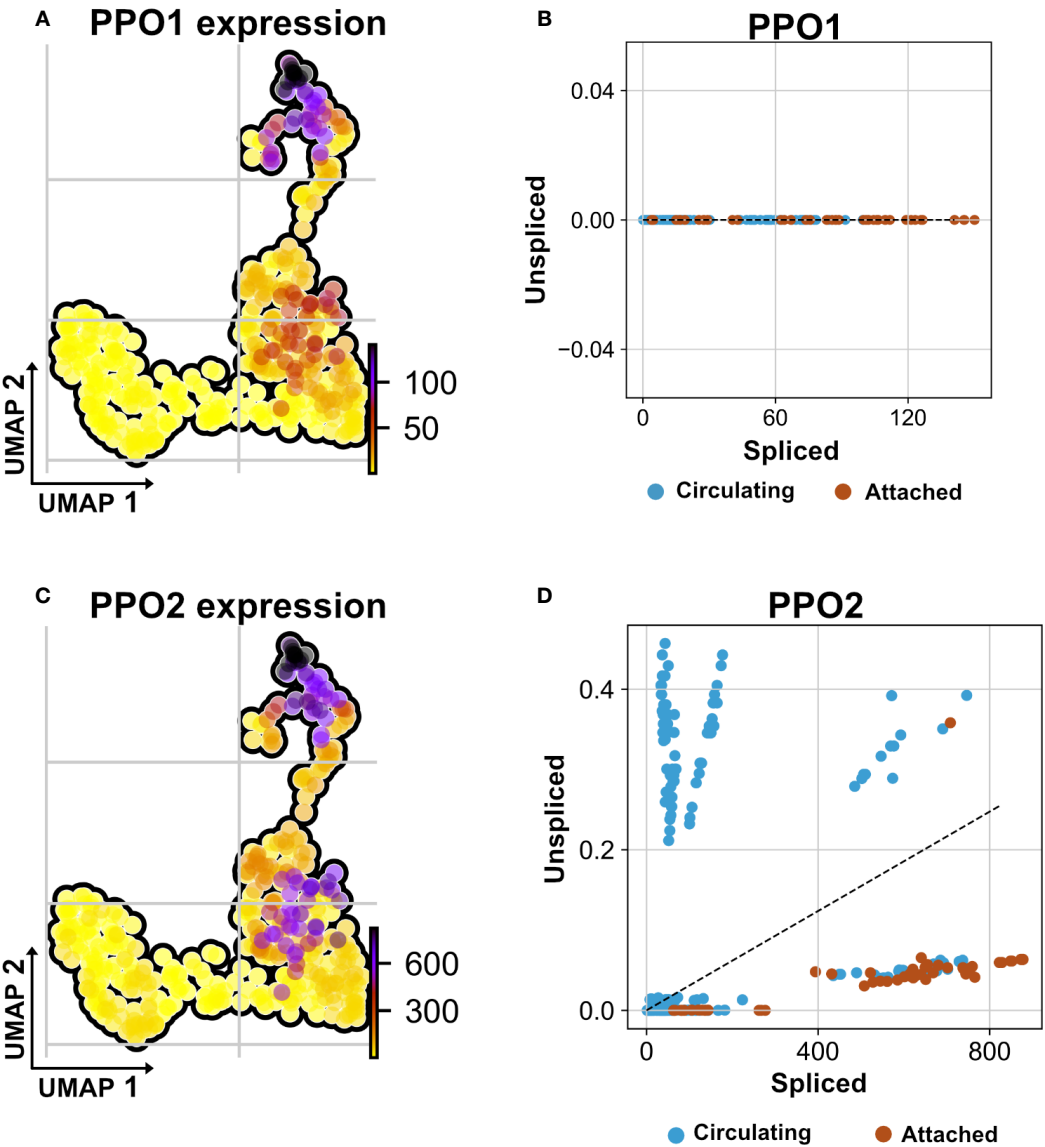
Non-autonomous distribution of crystal cell derived prophenoloxidase transcripts. **(A)** UMAP visualizes transcripts analysis showing the strongest presence of mature (spliced) mRNA of crystal cell-derived prophenoloxidase 1 (PPO1) across attached hemocyte TAHs condition corresponding to Ras^V12^ larvae. **(B)** Scatter plot shows the absence of immature transcripts (unspliced) reads across conditions (attached and circulating). **(C)** UMAP visualizes transcripts depicting cell-derived prophenoloxidase 2 (PPO2) in attached hemocyte TAHs condition. **(D)** Scatter plot indicates the exclusive presence of mature and immature (spliced vs. unspliced) PPO2 transcripts in plasmatocytes (higher ratio of unspliced across circulating condition), in contrast to PPO2, which is released from crystal cells through cell rupture and subsequently taken up by plasmatocytes most likely through phagocytosis.

In addition to PPO1, two transcripts (CG 13962, and the transcription factor Relish) were detected only in their mature form, indicating a possible origin outside TAHs.

## 4 Discussion

To our best knowledge, we provide the first transcript profile of TAHs—the invertebrate equivalent of mammalian tumor-associated macrophages (TAMs). Relying on a molecularly induced early stage of tumor progression that affects the salivary glands (18, 20), we find that TAHs display some features of mammalian M2-like macrophages, which have been implicated in regenerative processes. These include the presence of members of the chitinase-like proteins (IDGFs in *Drosophila*), which are among the most abundant proteins in activated macrophages and are used as markers for M2 macrophages (37) (**Supplementary Figure S1C**). 

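Of the Idgf genes, Idgf4 (FBgn0026415, chromosome X from 9927973 to 9930948) and Idgf5 were nearly absent from circulating cells. Idgf4 stood at 241 CPM in attached and 0.546 CPM in circulating Ras V12 cells, a log2 ratio of 8.79 (8.34 to 9.27), and at 781 and 0.324 CPM in p35Ras V12, a ratio of 11.24 (10.68 to 11.87). Idgf5 stood at 27.7 CPM in attached Ras V12 cells, at least 677-fold higher than in circulating ones with their 0 reads, and at 22.3 CPM in attached p35Ras V12 cells, a ratio of 6.17 over circulating ones. In Ras V12 the attached over circulating ratio was -0.80 for Idgf2, 0.63 for Idgf3 and -0.95 for Idgf6. In p35Ras V12 it was 0.55 for Idgf2. Idgf3 had -0.20 in p35Ras V12 but 0.57 under TMM scaling, and Idgf6 had 0.08 but -0.09 without the highest cell of each group. The ratios of Idgf1 were -0.21 in Ras V12 and -0.26 in p35Ras V12, and 0.16 and 0.51 under TMM scaling. Idgf6 was the most abundant of the 6 genes in each group, with 3464 CPM in attached Ras V12 and 8663 CPM in attached p35Ras V12 cells.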

Notably, TAHs show a clear signature of immune activation, which includes several antimicrobial peptides and members of clotting systems including IDGF3, Fondue, and phenoloxidases (**Supplementary Figure S1A**). Although both effector branches are activated in the TAHs from both tumor models, there are differences (**Supplementary Figure S1A**): AMPs appear to dominate the TAH response in Ras-SGs, whereas clotting factors are more strongly expressed in p35;Ras^V12^ SGs. 

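Among the clotting genes, fon (FBgn0032773, chromosome 2L from 19383138 to 19386205) stood at 438 CPM in attached Ras V12 cells (95% interval 436 to 439.7) and 1118 CPM in attached p35Ras V12 cells (1114 to 1122), a log2 ratio of 1.35. Without the highest cell of each group this ratio was 1.16. In circulating cells fon had 29 reads in w1118, 0 in Ras V12 and 10 in p35Ras V12. Idgf3 (FBgn0020414, chromosome 2L from 16450907 to 16455194) stood at 994 CPM in attached Ras V12 and 1167 CPM in attached p35Ras V12 cells, a ratio of 0.23, which was -0.03 without the highest cell of each group and -0.06 with each cell given the same weight. Drs, an antimicrobial peptide gene outside the 4 that the paper names for Ras V12 TAHs, stood at 1025 and 1135 CPM in attached Ras V12 and p35Ras V12 cells, a ratio of 0.15, and of -0.07 with attached and circulating cells of a genotype taken together. The paper proposes that AMPs dominate in Ras V12 and clotting factors in p35Ras V12 TAHs.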

AMP induction may be in line with the presence of SG (passenger) transcripts in the Ras-alone model **(** **Figure 8**, right part**)** and may serve to degrade tumor fragments during efferocytosis including cytosolic and nuclear parts. In contrast, inhibition of caspases appears to activate immune reactions that are more akin to the formation of mammalian granulomas (**Figure 8**, left part**).** Bifurcation in hemocyte differentiation is reminiscent of the division of labor between *Drosophila* hemocytes shown previously, which depends on two members of the TGF family (the BMP-like member Dpp and the Activin-like member Dawdle (33)). In line with Dpp’s role in suppressing antimicrobial responses, we find that two receptors for BMP-like TGFs (thickveins; tkv and saxophone; sax) are strongly expressed in p35:Ras^V12^ hemocytes but not in Ras or control hemocytes (**Supplementary Figure S2**). 

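In circulating cells tkv (FBgn0003716, chromosome 2L from 5219000 to 5271384) stood at 25.9 CPM in w1118 (95% interval 24.8 to 27.0), 30.2 CPM in Ras V12 (28.9 to 31.5) and 32.7 CPM in p35Ras V12 (31.4 to 34.0). The log2 ratio of p35Ras V12 was 0.11 over Ras V12 and 0.33 over w1118, and under the filter of methods 2.9 -0.64 and -1.29. In the same cells sax (FBgn0003317, chromosome 2R from 7806484 to 7810067) stood at 44.6 CPM in w1118, 46.4 CPM in Ras V12 and 54.6 CPM in p35Ras V12, with log2 ratios of p35Ras V12 of 0.24 over Ras V12 and 0.29 over w1118. With the attached Ras V12 and p35Ras V12 cells added, which mixes location into the ratios since w1118 has no attached cells, those of sax were -0.85 and -1.26. Among attached cells tkv was at 18.2 CPM in Ras V12 and 61.4 CPM in p35Ras V12, a ratio of 1.75, and sax at 31.8 and 6.88 CPM, a ratio of -2.21. Single cells held 57.1% of the tkv reads and 71.4% of the sax reads of attached p35Ras V12 cells. Without the highest cell of each group the ratios in attached cells were 1.30 for tkv and -3.13 for sax. The share of cells with a read was between 48.4% and 54.8% for both genes in all circulating groups.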

While the difference in responses between Ras larvae and larvae that co-express the caspase inhibitor p35 may be explained by a lack of apoptosis downstream of caspases, we prefer alternative explanations that include non-apoptotic form of cell death or non-apoptotic functions of caspases (38, 39). Taken together, our results identify targets for modifier screens that address the contribution of TAH-DEGs to tumor development using both classical and molecularly induced tumor mutants.

**Figure 8:**
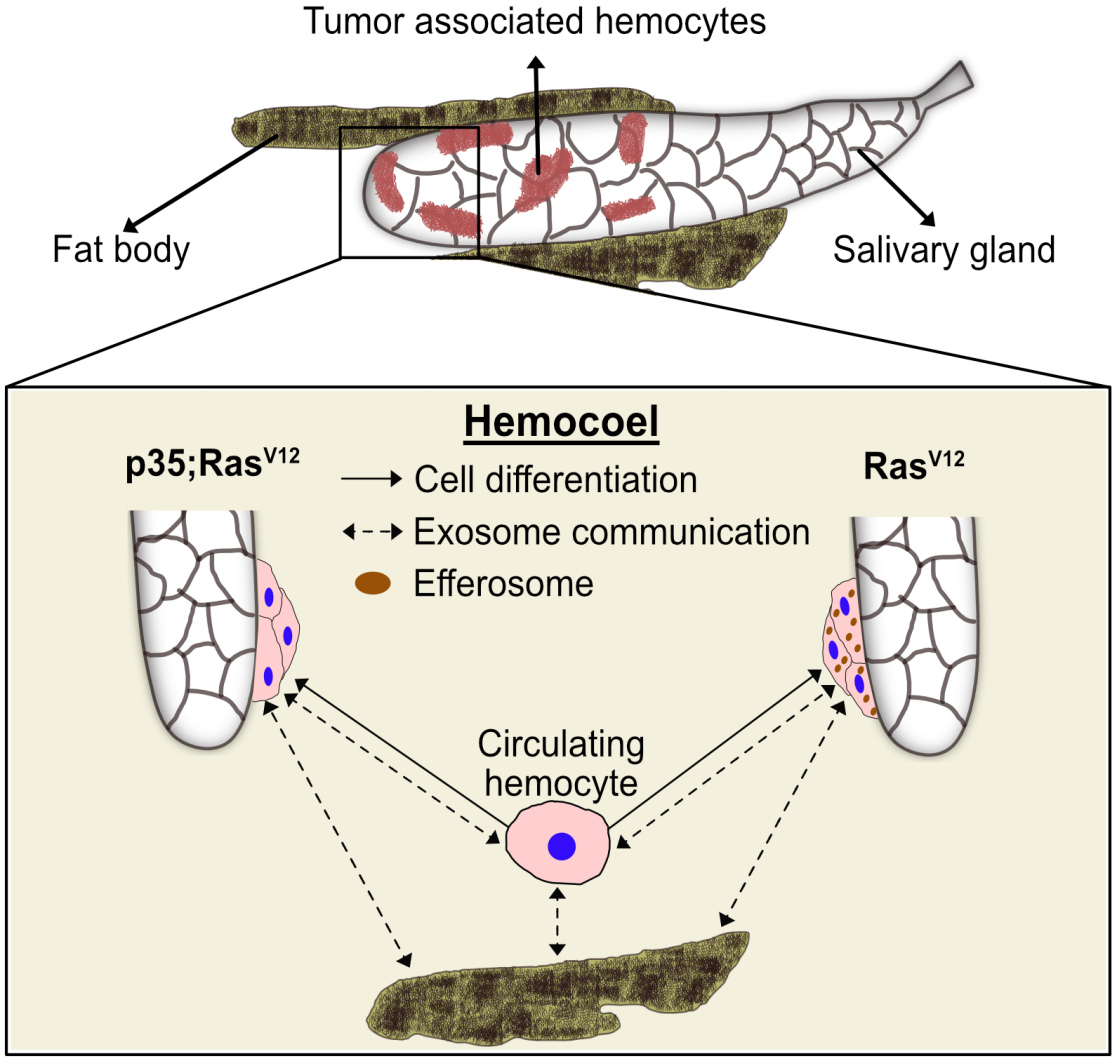
A proposed model for the differentiation and distribution of hemocyte transcriptomes. Hemocyte reactions towards SG dysplasia are schematically depicted for the Ras^V12^ model (right part) and after inhibition of effector caspases by p35 (left part). Communication via exosomes (dashed arrows) and transdifferentiation (solid arrows) are indicated. Efferosomes are present in Ras^V12^ model as result of efferocytosis of apoptotic bodies from hyperplastic salivary gland. See text for further details.

Additionally, our work points toward a potential communication network that links TAHs, SG tumors, and non-tumor tissues (**Figure 8**). This likely includes efferocytosis of apoptotic bodies derived from hyperplastic SGs (18), leading to an extended presence of SG transcripts (passenger transcripts) in TAHs before their degradation. While most of the DEGs in TAHs are genuine TAH transcripts, we find exceptions. These include two prophenoloxidases (35), which are known to be exclusively expressed in crystal cells (40) and not in the plasmatocytes that we sequenced and the NF-kappaB-like factor Relish. 

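Rel (FBgn0014018, chromosome 3R from 9044183 to 9047977) stood at 1126 CPM in attached (95% interval 1123 to 1128) and 188 CPM in circulating Ras V12 cells (184 to 191), a log2 ratio of 2.59. In p35Ras V12 it stood at 50.1 CPM in attached (49.2 to 51.0) and 223 CPM in circulating cells (219.8 to 226), a log2 ratio of -2.15. The ratios without the highest cell of each group were 2.47 and -2.63. In circulating w1118 cells Rel stood at 86.1 CPM and had a read in 90 of 125 cells. CG13962 (FBgn0032824, chromosome 2L from 19813704 to 19814532), which the paper groups with Rel, stood at 311 CPM in attached Ras V12 and 248 CPM in attached p35Ras V12 cells. It had 13 reads in circulating Ras V12 and 0 in circulating p35Ras V12 cells, so that it was at least 6379.9-fold higher in attached p35Ras V12 cells. The _C wells of the attached set had a median of 3.20 CPM of CG13962, with a range from 0.919 to 330.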

While the mechanism for this cell’s non-autonomous presence of transcripts in TAHs is unknown, we hypothesize that exosomes may be likely candidates (**Figure 8**, dashed arrows). Alternatively, plasmatocytes may transdifferentiate and express transcripts that are more specific for crystal cells and lamellocytes (41, 42) (**Figure 8**, solid arrows). Supporting an exosome origin, two long non-coding RNAs (CR 34335 and R 40469) that we found in TAHs have been identified among the 10 most abundant non-ribosomal RNAs in exosomes released from *Drosophila* cell lines (43). Additionally, in the same study, *Arc1* was shown to be among the most abundant mRNAs in exosomes from one of the two cell lines used (43). 

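CR34335 (FBgn0267910, chromosome X from 3545750 to 3546110) stood at 12039 CPM in attached and 363 CPM in circulating Ras V12 cells, a log2 ratio of 5.05 (5.03 to 5.07), and at 8572 and 452 CPM in p35Ras V12, a ratio of 4.25 (4.23 to 4.26). For CR40469 (FBgn0058469, chromosome X from 122493 to 122706) the levels were 332 and 2.47 CPM in Ras V12, a ratio of 7.07 (6.86 to 7.29), and 178 and 3.42 CPM in p35Ras V12, a ratio of 5.71 (5.53 to 5.89). CR34335 had a read in every circulating w1118 and Ras V12 cell and CR40469 in 76.8% and 67.5% of them. Circulating w1118 cells held 406 CPM of CR34335 and 2.91 CPM of CR40469. The wells of the attached set with a label ending in _C held a median of 5119 CPM of CR34335, with a range from 2092 to 11503. The paper proposes that these RNAs point to an exosome origin of transcripts in TAHs.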

Notably, in the flies’ nervous system, Arc1 is involved in the formation of capsid-like vesicles, which also contain Arc1 transcripts that are recruited through the binding of Arc1 protein to the 3′ end of the *Arc1* transcript (44). Both Arc1 and its human equivalent derive from retroviral Gag proteins (44–46) and mediate neuronal plasticity. 

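Arc1 (FBgn0033926, chromosome 2R from 14357927 to 14360297) stood at 13201 CPM in attached (95% interval 13192 to 13211) and 212 CPM in circulating Ras V12 cells (209 to 216), a log2 ratio of 5.96. The alternative that moved this ratio most on the same scale left out the cell with most reads in each group and gave 6.43. One circulating Ras V12 cell held 30.2% of the reads of its group. In p35Ras V12 the levels were 7805 CPM in attached and 86.6 CPM in circulating cells, a ratio of 6.49 (6.46 to 6.53). Circulating w1118 cells stood at 52.3 CPM. After thinning to equal numbers of reads, 72.7% of circulating and 100% of attached Ras V12 cells had an Arc1 read. The _C wells of the attached set held a median of 2139.8 CPM, with a range from 57.7 to 8288. Levels above those of circulating cells were thus not limited to the attached groups.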

A function for *Drosophila* Arc1 in immunity has so far not been suggested, although it is expressed in non-neural tissues (FlyAtlas (31)) and we find it is enriched in TAHs (**Figure 5A**, **Supplementary Figure S3A**). When combined with our Ras model, Arc mutants alleviate some of the Ras-associated phenotypes: SG size, pJNK activity, and expression of Idgf3 in SGs are reduced in *Arc1;Ras* larvae. Notably, we recently showed that Idgf3 is involved in several tumor phenotypes in the *Ras* model (47). A similar trend is observed for caspase activity (**Supplementary Figures S3B–E**). It should be noted though that a reduction for the first three phenotypes was also observed in *Arc1* SGs, although with lower significance (**Supplementary Figures S3B–D**). To more specifically study transcript transfer from TAHs to SGs, we chose the transcription factor Relish, whose transcript we only detected in its spliced form (see above). Indicating TAH-SG transfer of the transcript, Relish protein is detected in *Ras*- but not in wild-type SGs. This is inhibited in *Arc1* mutants, although hemocytes still attach (**Supplementary Figures S3F, G**). Further supporting a function for hemocytes, we had previously failed to detect differences in Rel expression between wild-type and Ras SGs at 96 h when hemocytes had not attached (20). Future work using tissue-specific knockdowns will identify the tissue of origin for *Rel* transcripts. Of note, similar to tumor-associated macrophages, extracellular vesicles have been shown to display both pro- and anti-tumor potential. Taken together, our findings on macrophage-like cells from an invertebrate provide targets that may turn out useful to steer tumor therapy even in humans (2).

## Data availability statement

The datasets presented in this study can be found in online repository Gene Expression Omnibus (GEO) with accession numbers GSE242774, GSM7770352, and GSM7770353.

## Ethics statement

The manuscript presents research on animals that do not require ethical approval for their study.

## Author contributions

UT conceived the study. JA and UT supervised the study. DK experimental design, investigation, methodology, and visualization. MK and MS performed immunohistochemistry analyses and *Drosophila* genetics. MK performed proliferation assays. JA and DK performed sorting and scSeq. MM performed mapping and computational analyses of the data. MM, DK, MS, and MK generated figures. JA supervised the computational analysis. UT and MM wrote the manuscript. All authors read and reviewed the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Single-cell sequencing of tumor-associated macrophages in a Drosophila model
**Source:** Front Immunol. 2023 Sep 19;14:1243797. doi: 10.3389/fimmu.2023.1243797
**Supplement:** Supplementary file 1

Supplementary Material

Single-cell sequencing of tumor-associated macrophages in a *Drosophila* model

Dilan Khalili^#1^, Mubasher Mohammed^#1^, Martin Kunc^#1, 2^, Martina Sindlerova^1^, Johan Ankarklev^1^, Ulrich Theopold^1*^

**^#^equal contribution**

#
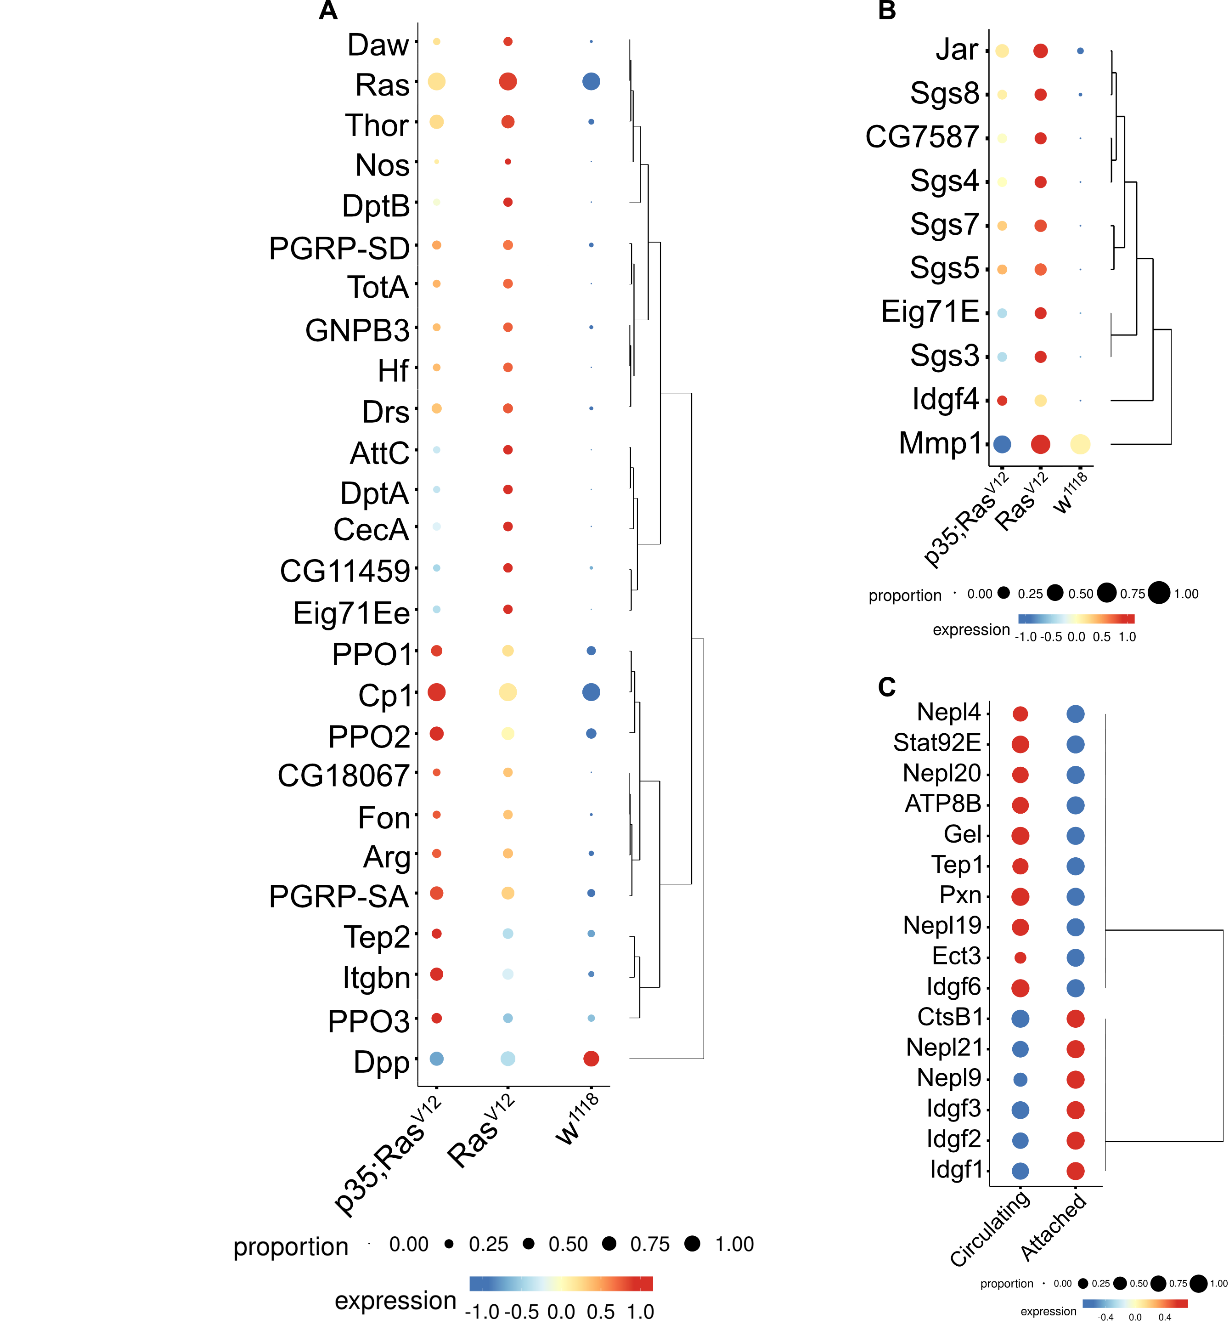
Supplementary Figures

**Figure S1**

Split analysis for the genes in cluster 2 using the category Biological function which identified the terms **(A)** “Immune system process” and **(B)** “Molting process” as most significant. These two terms were compared between the three genotypes. **(C)** Genotype-specific analysis for the genes in cluster 0 in the Reactome pathway “Neutrophil degranulation” were compared between attached vs circulating cells.

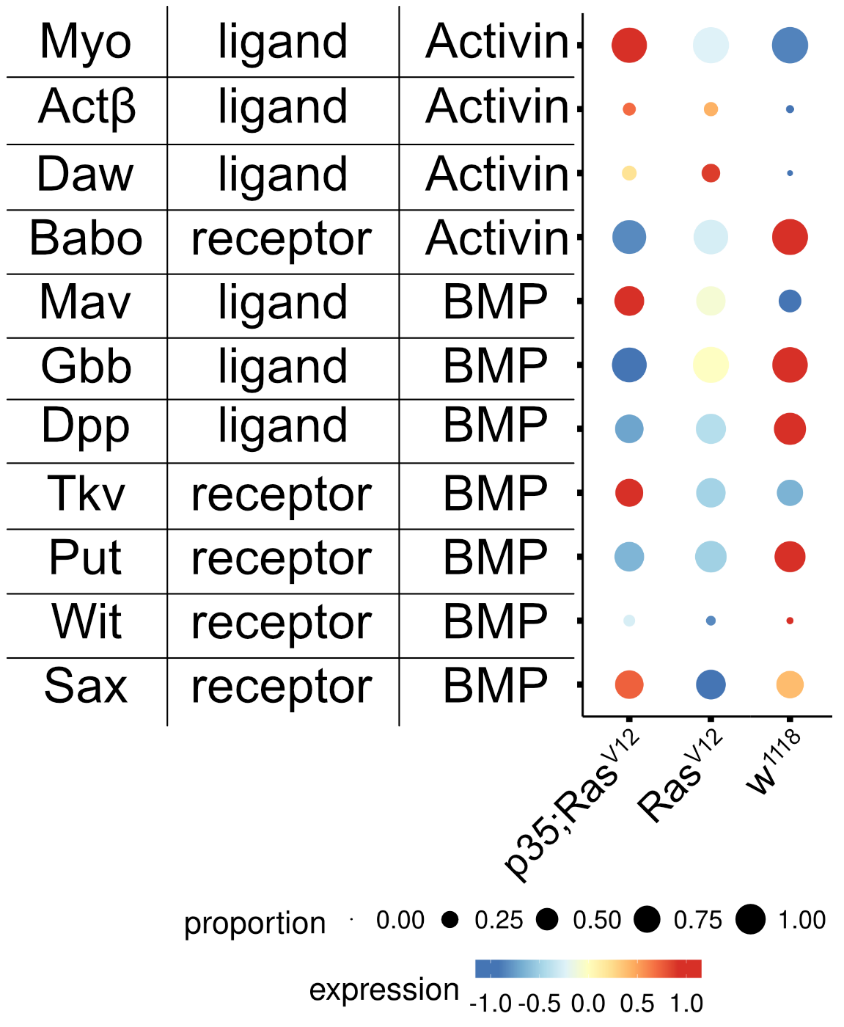

**Figure S2**

Split analysis for the genes involved in tumor necrosis factor (TGF) signaling using https://mubashe r-mohammed.shinyapps.io/Sc-drosophila/?_ga=2.6566386.119719391.1657634466-1490444630.1643316020. Both members of the activin- and BMP-like pathway are shown including ligands and receptors.

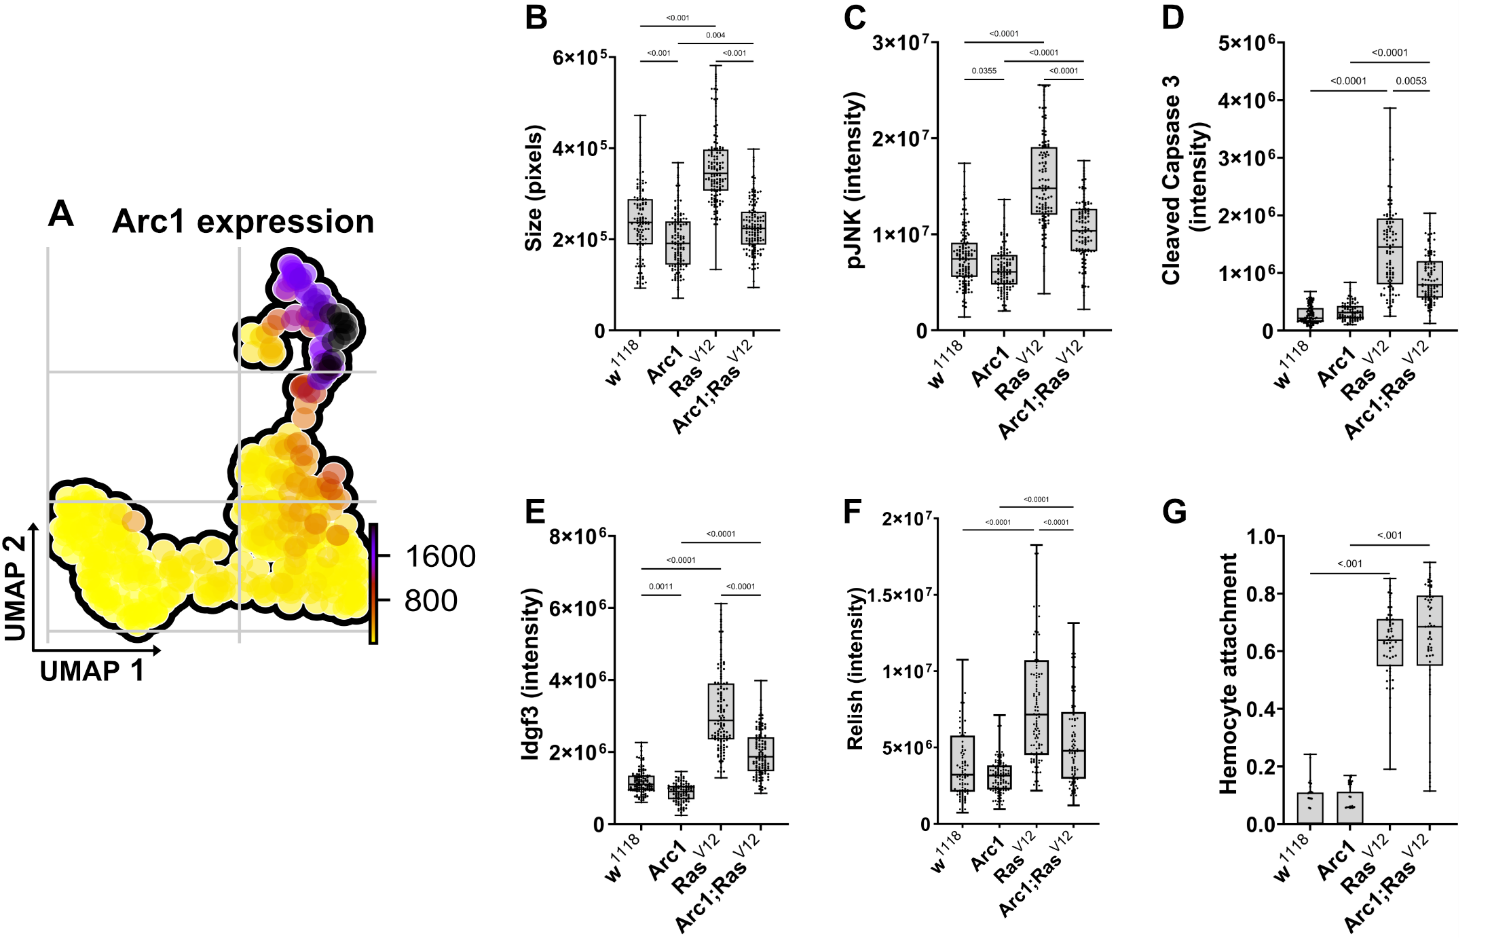

**Figure S3**

**Characterization of homozygous Arc1 mutant**

**(A)** UMAP visualizes transcripts analysis showing the strongest expression of Arc1 gene in TAHs. Quantification of size **(B),** expression of pJNK **(C),** Cleaved Caspase 3 **(D),** Idgf3 **(E)**, Relish **(F)** and Hemocyte attachment **(G)** show alleviation of some Ras-associated phenotypes**.** Whisker length min to max, bar represent median. P-value quantified with ANOVA (antibody in F: anti-Relish-C 21F3-s; (1:100, Developmental Studies Hybridoma Bank).

.

How the deposited data were processed for this re-analysis (not part of the article)

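Single hemocytes from the circulation of w1118, Ras V12 and p35Ras V12 larvae and from the salivary glands of Ras V12 and p35Ras V12 larvae were sequenced with Smart-seq2. The authors aligned the reads to Dm6 with STAR and counted them per gene with featureCounts under default settings, and the counts were deposited as raw numbers of reads per gene and cell, per the file headers and the values. The command line in the header holds no option for strand, pairs or reads with several alignments, so each mate of a pair in the attached set is a count. The authors also deposited an annotation of the cells with the genotype, a cluster number from a clustering of each set on its own, the totals of counts and genes, and a percentage of mitochondrial reads made by Seurat. That percent is 0% in all 381 circulating and 79 attached cells annotated, so it was computed anew from the counts of the 37 mitochondrial genes, with a median of 1.47% in the circulating and 3.07% in the attached set.

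Of the 17612 gene identifiers, 17549 were paired with a gene name and 63 were not. A filter in the paper's computational summary, with limits on UMIs, genes and ribosomal reads, was not run. Its limits on UMIs cannot be applied to reads without molecular identifiers. The paper's other filters on cells, those of methods 2.9 and 2.10, were run. That of methods 2.10 (at most 10% mitochondrial reads and at least 200 genes) was used, because over all wells in the files, those without a genotype of the paper included, it came closest to the numbers of cells that the paper gives, with a summed difference of 13 cells, against 22 with no filter and 402 with that of methods 2.9 (at most 5% mitochondrial reads and 200 to 4000 genes). Over the cells annotated with a genotype of the paper, no filter gives the paper's 380 and 61 cells exactly, and that of methods 2.10 leaves fewer. Cells were put in 5 groups by location and genotype. Wells with a label ending in _C (8 w1118_C, 5 Ras_C and 4 p35Ras_C) and the 4 circulating and 1 attached wells without a genotype were left out of the groups. No doublet caller was run.

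Reads were summed over the cells of a group and divided by the total of the group, and ratios were given on the log2 scale with exact counting intervals at 95%. A group with 0 reads was set to 3 counts for a lower bound on a fold. Shares of cells with a read had Clopper-Pearson intervals, and were also computed from cells thinned to 420000 reads, which match in number of reads and not of fragments. The genes named are those that the paper names and, in each of 4 comparisons of genotypes, the 5 genes with the largest and the 5 with the smallest log2 ratio among those with at least 50 CPM in the higher group and a read in at least 25% of its cells. Lists of genes were tallied by direction. Names of genes in Fig. 5 and Fig. S1 were read from the pictures. A comparison with random lists was planned but is not given, because the genes of the figures and tables were chosen in the paper from the same cells. Sets of marker genes of plasmatocytes, crystal cells, lamellocytes, salivary gland, fat body, dividing cells and sex were written down before the data were examined.

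Clusters C0 to C4 were recovered from the shares of cells printed in Tables S1 to S5 by bounded least squares. On simulated tables the fit placed 440 of 440 cells in their cluster. On simulated counts with 200 genes raised 2-fold, the tally of lists gave a median log2 ratio of 0.97, and with 200 genes left as they were a median of 0.000764.

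Alternatives were the mean over cells of CPM, the difference of means of ln of 1 plus counts per 10000, groups without the cell with most reads, the other filters, totals without mitochondrial and rRNA genes, TMM factors, the cells of a cluster, all cells of a genotype, at least 5 reads for a share, thinned cells, other resolutions and numbers of principal components in Seurat, and genes of at least 50 CPM. The fitted clusters, the subtraction of the median reads of the _C wells and the lists of whole tables were added after the data were seen. RNA velocity and splicing were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, Seurat 5.3.0 and SeuratObject 5.2.0 were used.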

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

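The tests of explanations in this part, the subtraction of the reads of the _C wells and the fit that gives the cells of C2 were chosen after the results were seen.

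Reads of 8 fat body genes form a signal that the paper's text does not discuss, although Fig. 5A shows 6 of them. They stood at 24078 CPM in attached Ras V12 and 47019 CPM in attached p35Ras V12 cells, above the level in circulating cells. The most abundant in attached p35Ras V12 cells were Lsp1beta (6017 CPM in Ras V12 and 17560.3 CPM in p35Ras V12), Fbp2 (7266 and 10261 CPM) and Lsp1alpha (2071 and 6416 CPM), whereas Adh stayed at 0.0317 and 0.0594 CPM. Of the list, 7 genes had at least 1 CPM in circulating Ras V12 cells, among them apolpp (25.1 CPM) and Lsp1beta (8.01 CPM). Reads carried between wells as the whole source are argued against by the 55 of 59 attached cells that hold more fat body reads than the highest _C well. A single source with gland and fat body transcripts in a fixed proportion is argued against too, since the ratio of Sgs to fat body reads varied 7800.2-fold among attached cells. Fat body RNA taken up by or purified with the attached cells may be the source, but whole fat body cells would bring Adh reads if these larvae express Adh there, which was not measured. Location cannot be told apart from the way the cells were isolated. The difference between the genotypes, a log2 ratio of 0.97, was not tested, and no biological explanation of it was tested.

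Another signal that the paper's text does not discuss is RNA of roX1 and roX2, which Tables S3 and S5 list by identifier. At least 100 CPM of both together, a level chosen after the values were seen, was found in 7.50% of attached Ras V12 cells (3 of 40, 95% interval 1.57% to 20.4%) and 68.4% of attached p35Ras V12 cells (13 of 19, 43.4% to 87.4%), and in 30.4%, 36.5% and 21.8% of circulating w1118, Ras V12 and p35Ras V12 cells. The attached Ras V12 cells above this level held 104, 206 and 2395 CPM. The lowest attached p35Ras V12 cells above it held 125, 163 and 175 CPM, so that the shares depend on the level chosen. Reads carried between wells of 1 set do not explain shares of 68.4% and 7.50% in the same set. The sex of the larvae is a candidate explanation, since msl-2 was higher in cells with high roX RNA by a log2 ratio of 1.78 in circulating and 3.48 in attached cells. If so, the attached groups of the 2 genotypes differ in sex, and differences between them may be differences between sexes, which the labels do not give. Sxl, the other gene of the sex list, stood at 84.8, 71.0 and 73.7 CPM in circulating w1118, Ras V12 and p35Ras V12 cells and at 81.9 and 50.5 CPM in attached Ras V12 and p35Ras V12 cells.

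A further signal lies in samples that the paper does not report on. The 17 wells of the attached set with a label ending in _C held a median of 2492 Sgs reads. The median number of Sgs reads per well in the 14 wells with at least 500000 reads was 0.893 times that in the 3 shallower wells, a division chosen after the totals were seen, while the median total was 50.2 times as high. Single wells held from 915 to 9766 Sgs reads. A number that does not grow with the total is consistent with reads carried between wells of the set. Transcripts in proportion to the other RNA of a well would give equal Sgs CPM, but the median of the shallower wells was 54.2 times that of the others. The 56 of 59 attached cells above the highest _C well argue against carried reads as the whole source of Sgs reads in attached cells. Depth is argued against by thinned cells, 100% of which held an Sgs read in the attached set and 2.69% in the circulating set.

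Rel differed between the genotypes in direction. The log2 ratio of attached over circulating cells was 2.59 in Ras V12 and -2.15 in p35Ras V12, and this difference was not tested. A single cell with most reads is argued against by ratios without it of 2.47 and -2.63. With the median reads of the _C wells taken off, the ratios were 2.51 and -3.24, so their signs stayed opposite. This cannot exclude carried reads, because what the _C wells hold is not known and their median was 275.5 CPM of Rel. A change of isolation or sequencing that acts alike on both genotypes would not give opposite signs. Genotype and sex both stay open as explanations, as do differences between single pools.

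PPO3 also differed in direction, between locations. The log2 ratio of p35Ras V12 over Ras V12 was -1.49 in attached and 2.25 in circulating cells, which was not tested as a difference. The attached ratio was -1.43 without the cell with most reads in each group and -0.23 with each cell given the same weight. It was near 0 in the cells of C2, at -0.0611 (interval -0.23 to 0.11), and as a difference of mean ln, at -0.00207, and it was positive, at 1.56, with attached and circulating cells taken together, which mixes location into the ratio. Levels in attached cells were low, at 5.38 and 1.92 CPM, and 60.7% and 57.5% of the reads lay in 1 cell of each group. No other explanation was tested.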

How the results depend on the processing

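The subtraction of the reads of the _C wells, the membership fitted to the tables, which also gives the cells of C2, and the lists of whole tables were chosen after the data were seen, the other alternatives before. Of 114 results with 772 alternative values, 378 values stayed within the counting interval (numbers of genes, within 1.5 times), 357 moved without a change of direction and 37 changed direction, in 21 results. Of 57 log2 ratios, 40 kept their direction under every alternative that gave a value, among them those of the summed AMP genes, the summed PPO genes, the summed Sgs genes and Arc1. Of the shares of cells with a marker, 126 alternative values lay within the interval and 18 outside it. The cause of the changes below was not tested.

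In attached p35Ras V12 over attached Ras V12 cells, the AMP, PPO and Sgs ratios were -0.98, 4.98 and -0.61. With each cell given the same weight they were -1.10, 4.00 and -0.54. As differences of mean ln they were -0.52, 1.79 and -0.54, and Arc1 in Ras V12 was 3.48. Without the cell with most reads the AMP and Sgs ratios were -1.48 and -0.86, and Arc1 in Ras V12 was 6.43. With no filter on cells the AMP, PPO and Sgs ratios were -1.07, 4.88 and -0.70, without mitochondrial and rRNA genes -0.95, 5.01 and -0.59, and with TMM factors -0.67, 5.29 and -0.30, with Arc1 in Ras V12 at 6.32. With the cells of C2 they were -0.82, 3.85 and -0.50, with Arc1 at 6.24, and with all cells of the genotype -1.20, 4.59 and -0.83. With the median reads of the _C wells taken off, the PPO and Sgs ratios were 5.12 and -0.62, and Arc1 was 5.88.

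The direction of single genes changed as follows. With each cell given the same weight, in attached cells the p35Ras V12 over Ras V12 ratio was -0.44 for DptB and -0.0643 for Idgf3, and that of attached over circulating p35Ras V12 cells -0.11 for Idgf6. The circulating Ras V12 over w1118 ratio of sax was -0.0757, and the tally of Fig. S1A was 11 of 24. As differences of mean ln, DptB was -0.0616, sax -0.0109, PPO1 in Ras V12 (attached over circulating) 0.25 and Idgf6 in p35Ras V12 -0.0662. Without the cell with most reads, DptB was -0.81, Idgf3 -0.0322, PPO1 in Ras V12 1.25 and Idgf6 in p35Ras V12 -0.0949. With TMM factors, sax was -0.0507, Idgf1 0.16 in Ras V12 and 0.51 in p35Ras V12, Idgf3 in p35Ras V12 0.57, and the tally of Fig. S1C in attached p35Ras V12 cells 11 of 16. By construction, TMM adds 1 shift to every ratio of a comparison, which differs between comparisons. With cells of C2, Idgf6 in p35Ras V12 was -0.15, and with the median reads of the _C wells taken off -0.44.

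With attached and circulating cells of a genotype taken together, p35Ras V12 over Ras V12 was -0.0747 for DptB, 1.56 for PPO3 and -0.0723 for Drs. In the same way Ras V12 over w1118 was -0.40 for tkv and -0.41 for sax, and p35Ras V12 was -0.85 over Ras V12 and -1.26 over w1118 for sax, while the tally of Fig. S1A was 11 of 24. Location enters these ratios, since attached cells give unlike shares of the reads of a genotype and w1118 has none. The filter of methods 2.9 leaves 39 circulating and 0 attached cells, so it gave no value for any result in attached cells. In circulating cells under it, tkv was -0.64 in p35Ras V12 over Ras V12, -1.29 in p35Ras V12 over w1118 and -0.65 in Ras V12 over w1118, sax -0.18 and -0.86 in p35Ras V12 and Ras V12 over w1118, and dpp 1.57 and 1.88 in p35Ras V12 and Ras V12 over w1118. The tally of Fig. 5B was 19 of 40 and the share of p35Ras V12 cells in clusters that are mostly w1118 was 0%, as it was with 20 principal components and with thinned cells. The 6, 12 and 17 cells kept per genotype limit these values.

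Over the whole of Table S3, 444 of 902 genes were higher in attached p35Ras V12 cells, in place of 27 of 49 in Fig. 5A. Of circulating p35Ras V12 cells, 4.84% had at least 5 atilla reads, against 13.7% with at least 1. Depth limits the circulating groups most, where the 3 counts of the floor are 0.0376 CPM in w1118 and 0.0410 CPM in Ras V12 cells.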

Differences from the paper's values

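The membership fitted to the tables, which also gives the cells of C2, and the subtraction of the reads of the _C wells were chosen after the data were seen. With the filter of methods 2.10, no number that the paper states for a measure computed here differed from it by more than 1.5 times. The filter of methods 2.9, to which the paper attributes its numbers of cells, left 39 circulating and 0 attached cells, which differ from the paper's numbers by more than that, and that of methods 2.10 left 379 and 73. The annotation gives a genotype for 380 and 61 cells, which are the paper's numbers.

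The paper states that markers of crystal cells and lamellocytes are absent. Reads of lz were found in 5 of 124 and reads of atilla in 17 of 124 circulating p35Ras V12 cells, and at least 5 atilla reads in 4.84% of these cells. In circulating p35Ras V12 cells no setting run brought either share to 0, whereas in circulating w1118 and Ras V12 cells no cell held at least 5 atilla reads.

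The paper places tumor cells in C0, C2 and C3. By the fit, C1 held 33 Ras V12 cells of 126 and C4 held 20 Ras V12 and 1 p35Ras V12 cells of 42. Fig. 4D shows Ras V12 cells at about 26% of C1 and about 48% of C4, read by eye.

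For attached cells the paper states a higher level of Nos in p35Ras V12 than in Ras V12. The log2 ratio was -6.98, and negative under every alternative run. It states that arginase peaks in Ras V12. The log2 ratio of arg was 1.12, and positive under every alternative run. It states that PPO3, like PPO1 and PPO2, is higher in p35Ras V12. The ratio of PPO3 was -1.49, and only with all cells of the genotype, at 1.56, did it have the paper's direction, a setting that mixes location into the ratio. In the cells of C2 it was -0.0611, with an interval that includes 0, and the difference of mean ln was -0.00207. It lists DptB among the AMPs that are strong in Ras V12. The ratio of DptB was 0.15, with the paper's direction in 4 settings, namely each cell given the same weight, the difference of mean ln, groups without the cell with most reads and all cells of the genotype.

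The legend of Fig. 7A places the strongest signal of PPO1 in Ras V12 TAHs. Over all reads, spliced or not, PPO1 was at 111 CPM in attached Ras V12 and 4589.7 CPM in attached p35Ras V12 cells.

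The paper states that tkv and sax are strong in p35Ras V12 hemocytes and not in Ras V12 or control hemocytes. In circulating cells tkv was at 25.9, 30.2 and 32.7 CPM in w1118, Ras V12 and p35Ras V12, and sax at 44.6, 46.4 and 54.6 CPM. In attached cells the log2 ratio of p35Ras V12 over Ras V12 was 1.75 for tkv, with the paper's direction, and -2.21 for sax.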

Other observations

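All tests in this part were chosen after the results were seen, except that of PPO1 in C3 without 1 attached cell, which was set before its result was seen.

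The labels of the 17 _C wells are not explained in the paper's text, so these wells belong to no group. They held between 195990 and 26105850 reads, 2850 to 19400 of them on fat body genes, and medians of 322 CPM of PPO1, 355 CPM of PPO2, 2076 CPM of Hml and 76.5 CPM of TotA. In C2 the fit placed 2 circulating wells that have no annotation, with 866 and 2339 reads. The methods mention 2 negative controls per plate without naming the wells.

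The summed level of PPO1 and PPO2 in attached p35Ras V12 cells rests on a few cells that hold nearly all the reads. Of 19 cells, 4 held 90% of the PPO1 and PPO2 reads of the group, and in attached Ras V12 cells 4 of 40 did. The log2 ratio of the median cell of p35Ras V12 over that of Ras V12 was 4.04. The median p35Ras V12 cell is 1 of the 13 cells with at most 5000 CPM. For the 13 cells with at most 5000 CPM the log2 ratio of their median to that of the 4 wells labelled p35Ras_C was -0.26. This comparison cannot part carried reads from transcripts of the cells, because what the _C wells hold is not known. Reads carried in like number to every well are argued against as the whole source, except in the lowest of the 13 cells. Some attached Ras V12 cells of the set held only 6, 8 and 20 PPO1 and PPO2 reads, although others held more. The 13 cells held 18 reads at the lowest, then 234 and 284, and 12559 at the highest. Carried reads that differ in number between wells stay open. For the same reason it stays open whether the few cells with most reads are the only source of the difference between the genotypes.

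The atilla reads of circulating p35Ras V12 cells could be stray reads of that gene alone. Against this, 5 of 6 cells with at least 5 atilla reads exceeded every other cell in the 4 other lamellocyte genes. A plasmatocyte and a lamellocyte in 1 well is argued against by Hml and NimC1, whose median in these cells was 2.80% of that of the group. The fit placed 5 kept cells, all those with over 1000 atilla CPM, in C2, which held 8 kept circulating p35Ras V12 cells. Lamellocytes among the sorted cells may be the source, a hypothesis from the same data.

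Several genes had few or no reads in circulating p35Ras V12 cells. Loss of the genes or a sequence that does not align in p35Ras V12 larvae is argued against for CG4267, CREG and E23, since 11 attached p35Ras V12 cells held over 10 times the CG4267 reads of the median _C well, 7 did so for CREG and 5 for E23, of which 2 held more E23 reads than the highest _C well. For Gs2 and CG34296 it cannot be told apart from low expression, because only 1 attached p35Ras V12 cell held such a level of Gs2 and 0 of CG34296, and the sequence of the p35Ras V12 larvae is not known.

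Cluster C4 may follow the sex of the larvae in part. High roX RNA was found in 73.7% of its circulating cells (28 of 38) and 24.8% of the other circulating cells (83 of 335), and these shares argue against sex as the only cause. What else sets C4 apart was not tested.

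PPO1 has the largest log2 fold change of the genes in Table S4. Computed from the fitted cells of C3, it was 2.38. It was 1.99 without the attached cell with the highest PPO1 share and 1.44 without such a circulating cell. Neither cell alone is therefore its only source. PPO1 took 2.10% of the reads of the attached and 4.09% of those of the circulating cell. The fold change without both cells was not computed, so it stays open whether they make most of it together.

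Ras85D, looked at as a check of the labels, stood at 277, 235 and 258 CPM in circulating w1118, Ras V12 and p35Ras V12 cells and at 691 and 707 CPM in attached Ras V12 and p35Ras V12 cells. These levels do not part the genotypes, so the labels could not be checked from them.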
